# Periosteal stem cells control growth plate stem cells during postnatal skeletal growth

**DOI:** 10.1038/s41467-022-31592-x

**Published:** 2022-07-18

**Authors:** Masayuki Tsukasaki, Noriko Komatsu, Takako Negishi-Koga, Nam Cong-Nhat Huynh, Ryunosuke Muro, Yutaro Ando, Yuka Seki, Asuka Terashima, Warunee Pluemsakunthai, Takeshi Nitta, Takashi Nakamura, Tomoki Nakashima, Shinsuke Ohba, Haruhiko Akiyama, Kazuo Okamoto, Roland Baron, Hiroshi Takayanagi

**Keywords:** Bone, Bone development, Osteoimmunology, Mesenchymal stem cells

## Abstract

The ontogeny and fate of stem cells have been extensively investigated by lineage-tracing approaches. At distinct anatomical sites, bone tissue harbors multiple types of skeletal stem cells, which may independently supply osteogenic cells in a site-specific manner. Periosteal stem cells (PSCs) and growth plate resting zone stem cells (RZSCs) critically contribute to intramembranous and endochondral bone formation, respectively. However, it remains unclear whether there is functional crosstalk between these two types of skeletal stem cells. Here we show PSCs are not only required for intramembranous bone formation, but also for the growth plate maintenance and prolonged longitudinal bone growth. Mice deficient in PSCs display progressive defects in intramembranous and endochondral bone formation, the latter of which is caused by a deficiency in PSC-derived Indian hedgehog (Ihh). PSC-specific deletion of Ihh impairs the maintenance of the RZSCs, leading to a severe defect in endochondral bone formation in postnatal life. Thus, crosstalk between periosteal and growth plate stem cells is essential for post-developmental skeletal growth.

## Abstract (web summary)

Intramembranous and endochondral bone formation have been considered to be independent processes mediated by independent stem cells. Here the authors show that periosteal stem cells participate in both types of bone formation, supporting endochondral formation by producing Ihh.

## Introduction

The skeleton houses at least three sources of skeletal stem cells: the resting zone of the growth plate, the bone marrow and the periosteum/perichondrium^1–5^. Each of these stem cells has specific characteristics and contributes to bone homeostasis by serving as the local source of osteogenic cells and recent studies suggest an ontogenic hierarchy among these skeletal stem cells^1,2,5^. Mammalian bone is formed through two distinct growth processes: endochondral and intramembranous bone formation^6^. In endochondral bone formation, parathyroid hormone-related protein (PTHrP)-expressing RZSCs are the source of growth plate chondrocytes, which give rise to bone-forming osteoblasts as well as bone marrow skeletal stem cells^1^. Growth plate chondrocytes undergo differentiation into hypertrophic chondrocytes, which express Ihh, the master regulator of endochondral bone formation that controls chondrocyte proliferation, maturation and osteoblast differentiation^1,2,5,6^. Although conditional deletion of *Ihh* by means of *Col2a1*-Cre leads to a severe defect in bone development^7^, the fact that most of the mesenchymal lineage cells in bone originate from *Col2a1*-expressing cells^8^, raises the possibility that the cellular source of Ihh may not be limited to hypertrophic chondrocytes and could include the periosteum for instance.

A recent study identified cathepsin K (*Ctsk*)-Cre expressing PSCs as a unique class of skeletal stem cells residing in the periosteum^3^. PSCs are considered to exert their effects exclusively in intramembranous bone formation, since *Ctsk*-Cre-mediated deletion of *Sp7*, an essential transcriptional factor for osteoblast differentiation, impacted intramembranous but not endochondral bone formation^3^. In this system however, osteoblast differentiation of PSCs is selectively inhibited by *Sp7* deficiency but PSCs are still present and may still play a role in skeletal growth.

Here we show that PSCs not only regulate intramembranous bone formation but also contribute significantly to endochondral bone formation. When exploring the role of protein arginine methyltransferase 5 (PRMT5) in osteoclasts, we serendipitously developed a mouse model in which PSCs are specifically abrogated. These mice display progressive defects in intramembranous and endochondral bone formation, the latter of which is caused by a deficiency in PSC-derived Ihh. Thus, the periosteum/perichondrium and the growth plate are engaged in a specific Ihh-dependent crosstalk by which the growth plate-derived Ihh acts on the periosteum/perichondrium at early stages of development^9–11^ and, as shown here, the periosteum/perichondrium-derived Ihh maintains growth plate homeostasis and ensures the skeletal growth in postnatal stages.

## Results

### *Ctsk*-Cre-mediated deletion of *Prmt5* impacts bone growth

PRMT5 is a major enzyme responsible for symmetrical demethylation of arginine on target proteins^12^. Previous studies showed that Prmt5 is essential for homeostasis of various types of stem cells, such as ES cells, neural stem/progenitor cells, muscle stem cells and hematopoietic stem cells, suggesting that the requirement of Prmt5 may be one of the common characteristics shared by stem cells^13^. To explore the role of PRMT5 in bone homeostasis, and because our initial interest was osteoclastogenesis, we crossed *Prmt5*^flox/Δ^ mice^12^ with *Ctsk*-Cre mice^14^ in which Cre recombinase is expressed not only in osteoclasts but also in PSCs^3,15,16^. *Prmt5*^flox/Δ^ *Ctsk*-Cre mice were smaller than control mice in body size and exhibited a decrease in bone mass in the femur at the age of 11 weeks (Fig. 1a, b and Supplementary Fig. 1a, b). *Prmt5*^flox/Δ^ *Ctsk*-Cre mice displayed an abnormal growth plate architecture with a reduced chondrocyte column length, indicating impaired endochondral bone formation (Fig. 1c, d). These mice also exhibited a reduction in bone width and calvarial bone volume, suggesting that intramembranous bone formation was also affected in *Prmt5*^flox/Δ^ *Ctsk*-Cre mice (Fig. 1b, e). The altered skeletal phenotypes became more obvious with aging (Fig. 1f–i). Thus, *Prmt5*^flox/Δ^ *Ctsk*-Cre mice postnatally displayed a severe defect in endochondral and intramembranous bone formation. The number of hematopoietic stem and progenitor cells in the bone marrow dramatically decreased in *Prmt5*^flox/Δ^ *Ctsk*-Cre mice in the age of 40-63 weeks (Supplementary Fig. 1c). The serum concentrations of calcium and phosphate as well as serum parameters of nutritional status were normal in *Prmt5*^flox/Δ^ *Ctsk*-Cre mice (Supplementary Fig. 2).

**Fig. 1:**
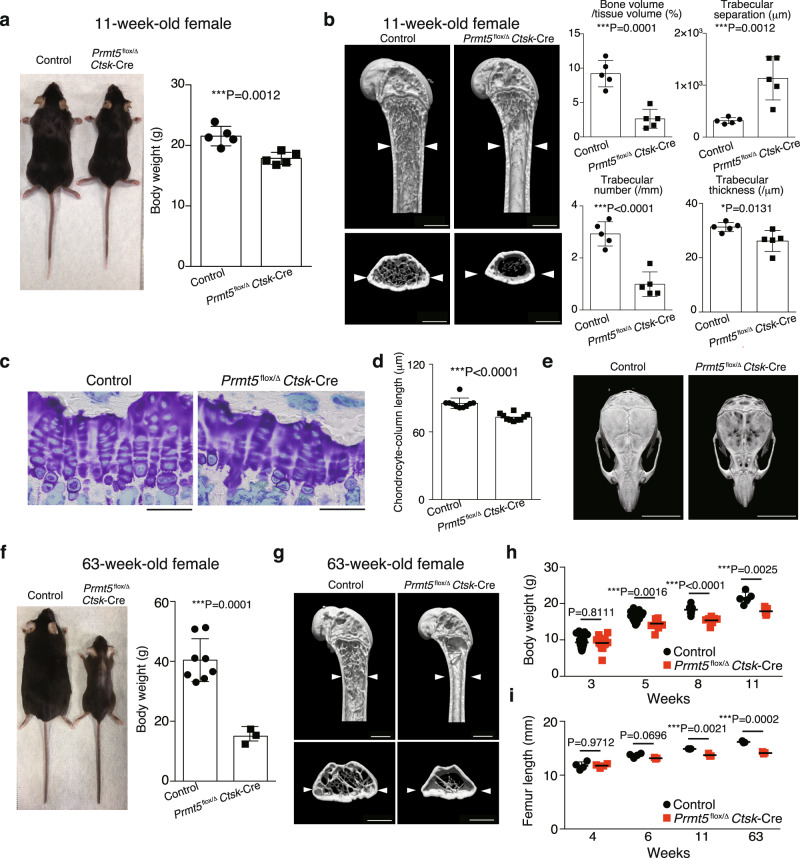
Impaired bone growth in *Prmt5*^flox/Δ^*Ctsk*-Cre mice. **a** Macroscopic image and body weight of *Prmt5*^flox/+^ *Ctsk*-Cre and *Prmt5*^flox/Δ^ *Ctsk*-Cre mice (*n* = 5 mice per group). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **b** Representative μCT images and parameters of the femur in *Prmt5*^flox/+^ *Ctsk*-Cre and *Prmt5*^flox/Δ^ *Ctsk*-Cre mice (n = 5 mice per group). The white arrow heads indicate bone width in the control mice. Scale bars, 1 mm. *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **c** Toluidine blue staining of the growth plates in the proximal tibiae of 11-week-old female *Prmt5*^flox/+^ *Ctsk*-Cre and *Prmt5*^flox/Δ^ *Ctsk*-Cre mice. Representative pictures of more than three independent experiments are shown. Scale bars, 50 μm. **d** Chondrocyte-column length in the growth plates in the proximal tibiae of 11-week-old female *Prmt5*^flox/+^ *Ctsk*-Cre and *Prmt5*^flox/Δ^ *Ctsk*-Cre mice (*n* = 10 mice per group). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **e** Representative μCT images of the skull of more than three littermates at the age of 11 weeks. Scale bars, 7 mm. **f** Macroscopic image and body weight of female control and *Prmt5*^flox/Δ^ *Ctsk*-Cre (*n* = 8 and 3 mice per group) mice at 63 weeks of age. *Prmt5*^flox/+^, *Prmt5*^flox/Δ^, and *Prmt5*^flox/+^ *Ctsk*-Cre mice were phenotypically identical, and so were grouped together and used as controls in (**f**–**i**). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **g** Representative μCT images of the femur of male littermates at 63 weeks of age. Representative pictures of more than three independent experiments are shown. The white arrow heads indicate bone width in the control mice. Scale bars, 1 mm. **h** Body weight of female littermates at 3, 5, 8 and 11 weeks of age (3 weeks: *n* = 21 and 13, 5 weeks: *n* = 16 and 9, 8 weeks: *n* = 10 and 7, 11 weeks: *n* = 5 mice per group). *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **i** Femur length in female littermates at 4, 6, 11 and 63 weeks of age (4 weeks: *n* = 4, 6 weeks: *n* = 4 and 3, 11 weeks: *n* = 3, 63 weeks: *n* = 3 mice per group). *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. Source data are provided as a Source Data file.

### Osteoclast phenotypes in *Prmt5*^flox/Δ^*Ctsk*-Cre mice

Bone histomorphometric analyses and in vitro culture experiments showed that osteoclast differentiation and function were normal in *Prmt5*^flox/Δ^ *Ctsk*-Cre mice (Supplementary Fig. 3). RNA-seq analysis revealed that Prmt5-deficiency did not affect the gene expression profile in osteoclasts (Supplementary Fig. 3h, i). 

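RNA from osteoclasts grown from control mice and from Prmt5flox/Δ Ctsk-Cre (cKO) mice was sequenced after 72 h with RANKL, the cytokine that drives osteoclast formation. The submitters' labels give 3 libraries per group, C57BL/6 mice of 11 weeks and the Ion Torrent Proton platform. The paper's text does not say how many mice these libraries came from, so p-values measure the spread between the libraries. The authors deposited raw counts per gene for 46517 genes, together with their own test for each gene. The methods name FastQC, Trim Galore, kallisto and DESeq2 for RNA-seq, and the program behind these counts is not given in the sources used here. Total counts were 2513440, 2606215 and 2805824 in control libraries 1 to 3, and 3608940, 1234919 and 984885 in cKO libraries 1 to 3. The counts were scaled with TMM and compared with edgeR's quasi-likelihood test over the 10724 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment. In simulated counts of the same depth this test recovered 74 of 100 genes changed 2-fold and 99 of 100 changed 4-fold, and called 8 of 10475 unchanged genes.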

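Prmt5 itself was the first check of the groups. It encodes the arginine methyltransferase deleted by Ctsk-Cre and lies on chromosome 14 of GRCm38 from 54507187 to 54517525. TMM-normalized CPM of Prmt5 was 58.5, 71.7 and 67.6 in the control libraries and 28.8, 37.8 and 35.3 in the cKO libraries. This was a log2 fold change of -1.01 (SE 0.160, adjusted p = 0.0349 from edgeR), with every cKO library below every control library. In all, 4 of the 10724 genes passed an adjusted p under 0.05, and 510 had an unadjusted p under 0.05. Besides Prmt5 these were Olfml3, which encodes a secreted olfactomedin-domain protein and fell by 0.83 on the log2 scale (SE 0.139, adjusted p = 0.0499 from edgeR), and 2 genes that rose. Hist1h2al, of the histone H2A family and annotated as a processed pseudogene, went from 3.70 ± 1.62 CPM (SD, n = 3) to 21.1 ± 0.461 CPM (SD, n = 3), and its reads could be shared with other histone genes. Ighg2b, an immunoglobulin heavy chain constant region of a family of similar genes, went from 0.615 ± 0.547 CPM (SD, n = 3) to 11.8 ± 6.58 CPM (SD, n = 3).

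None of 24 osteoclast genes passed the test over all genes, with 4 at an unadjusted p under 0.05; adjusted over the list alone, Ocstamp was higher and Ctsk was lower. Nfatc1, the master transcription factor of osteoclasts, had 996 ± 97.7 CPM (SD, n = 3) in control and 1117 ± 92.3 CPM (SD, n = 3) in cKO libraries. The log2 fold change of Acp5, which encodes TRAP, was 0.27 (SE 0.160, adjusted p = 0.950 from edgeR). Mmp9, a matrix metalloproteinase, had 0.37 (SE 0.167, adjusted p = 0.950 from edgeR). Dcstamp, needed for cell fusion, had 0.22, and Tnfrsf11a, the RANKL receptor, had 0.04. The paper's legend for these libraries does not say whether the control mice carried Ctsk-Cre, so a change of Ctsk cannot be credited to Prmt5 alone. Ctsk encodes cathepsin K and is the locus that drives Cre. It had 9119, 8509 and 5632 CPM in control and 4483, 4644 and 4489 CPM in cKO libraries, a log2 fold change of -0.77 (SE 0.157, adjusted p = 0.234 from edgeR), and it passed without control 3 (adjusted p = 0.00138) and in DESeq2 over all genes (adjusted p = 0.000335). In camera with a preset correlation of 0.01, the osteoclast genes ranked higher (adjusted p = 0.00405) and 30 proliferation genes ranked lower (adjusted p = 0.00582), although no member of the latter passed alone. Neither call held with an estimated correlation (adjusted p = 0.875 for both). Control 3 lay below controls 1 and 2 in every osteoclast gene named above, as in Mmp9 (7694 against 11722 and 10692 CPM) and Acp5 (4415 against 6794 and 6357 CPM). Genes of the sex chromosomes set control 3 apart too. Xist had 1506 reads in control 3 and 0 or 1 in the other libraries. Ddx3y had 11 reads in control 3 and 56 to 234 in the others. The sex of the mice was not tested, and the lists were not tested without control 3. None of 40 splicing factors passed, with a median log2 fold change of -0.04.

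The authors' deposited table lists 9 genes with an FDR under 0.05, of which 7 were tested here and 4 passed here. Xist is one of the 9, with a fold of -839 and an FDR of 0.000352 in the authors' test. The Prmt5 call was lost without control 2, control 3, cKO 1 or cKO 3 (adjusted p = 0.281, 0.116, 0.103 and 0.132 from edgeR; log2 fold changes from -0.85 to -1.04) and in DESeq2 (-0.99, adjusted p = 0.0550), and the number of genes passing without 1 library ranged from 0 to 9. With at least 10 reads in every library edgeR called no gene (436 at an unadjusted p under 0.05), DESeq2 called 3 over all genes, and edgeR called 46 with no filter on low counts. The paper reads these libraries through a principal coordinate analysis and an MA plot of differentially expressed genes (Supplementary Fig. 3h, i).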

The *Prmt5* mRNA expression levels markedly decreased during osteoclastogenesis in bone marrow cells derived from *Prmt5*^flox/Δ^ *Ctsk*-Cre mice, whereas the expression levels of osteoclast marker genes (*Nfatc1*, *Acp5*, *Tnfrsf11a*, *Mmp9* and *Dcstamp*) did not change (Supplementary Fig. 3j). Furthermore, bone marrow transfer experiments revealed that osteoclasts were not responsible for the skeletal phenotypes in *Prmt5*^flox/Δ^ *Ctsk*-Cre mice (Supplementary Fig. 4a–j). To further exclude the possibility of osteoclast contribution to the Prmt5-deficiency phenotype, we crossed *Prmt5*^flox/flox^ mice with *LysM*-Cre mice^17^, in which Cre recombinase is expressed in myeloid cells including osteoclast precursors. *Prmt5*^flox/flox^ *LysM*-Cre mice displayed normal body size and no decrease in bone mass, bone length or bone width (Supplementary Fig. 4k–p). In contrast to *Prmt5*^flox/Δ^ *Ctsk*-Cre mice, *Prmt5*^flox/flox^ *LysM*-Cre mice showed a slightly increased bone volume, suggesting that Prmt5 may be required for homeostasis of early stage osteoclast precursors (Supplementary Fig. 4n). Thus, the low bone mass phenotype in *Prmt5*^flox/Δ^ *Ctsk*-Cre mice cannot be attributed to the Prmt5 deletion in osteoclast-lineage cells. We also crossed *Prmt5*^flox/flox^ mice with *Col2a1-*Cre mice^18^ and *Sp7*-Cre mice^19^, in both of which Cre recombinase is expressed in most of mesenchymal lineage cells in bone including the periosteum^8^. *Prmt5*^flox/flox^ *Col2a1-*Cre and *Prmt5*^flox/flox^ *Sp7*-Cre mice were smaller than control mice in body size and exhibited a decrease in bone mass, bone length and bone width, recapitulating the phenotypes of *Prmt5*^flox/Δ^ *Ctsk*-Cre mice (Supplementary Fig. 5). Collectively, these data indicated that Ctsk^+^ mesenchymal cells, but not osteoclasts, were responsible for the impaired bone growth in *Prmt5*^flox/Δ^ *Ctsk*-Cre mice.

### PSCs are selectively abrogated by Prmt5 deficiency

In *Ctsk*-Cre mice, Cre recombinase is reportedly expressed in osteogenic progenitors at the periosteum^3,15,16^. To detect periosteal osteogenic progenitors with EGFP, we crossed *Prmt5*^flox/Δ^ *Ctsk*-Cre mice or *Prmt5*^flox/+^ *Ctsk*-Cre mice with CAG-CAT-EGFP mice (Supplementary Fig. 6). A previous report showed that Ter119^–^CD31^−^6C3^−^CD45^−^CD90^−^Ctsk^+^CD51^+^ periosteal osteogenic progenitors are composed of CD200^+^CD105^−^ PSC and its descendants: CD200^–^CD105^–^ periosteal progenitor 1 (PP1) and CD200^variable^CD105^+^ periosteal progenitor 2 (PP2)^3^. The expression levels of Prmt5 mRNA and protein decreased in PSCs, but not in growth plate chondrocytes in *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP mice (Supplementary Fig. 7a, b). We found that the frequency and number of PSCs, but not PP1 or PP2, markedly decreased in *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP mice (Fig. 2a, b). Intriguingly, the number of PSCs progressively decreased with aging in *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP mice, consistent with an age-dependent skeletal phenotype (Fig. 2c).

**Fig. 2:**
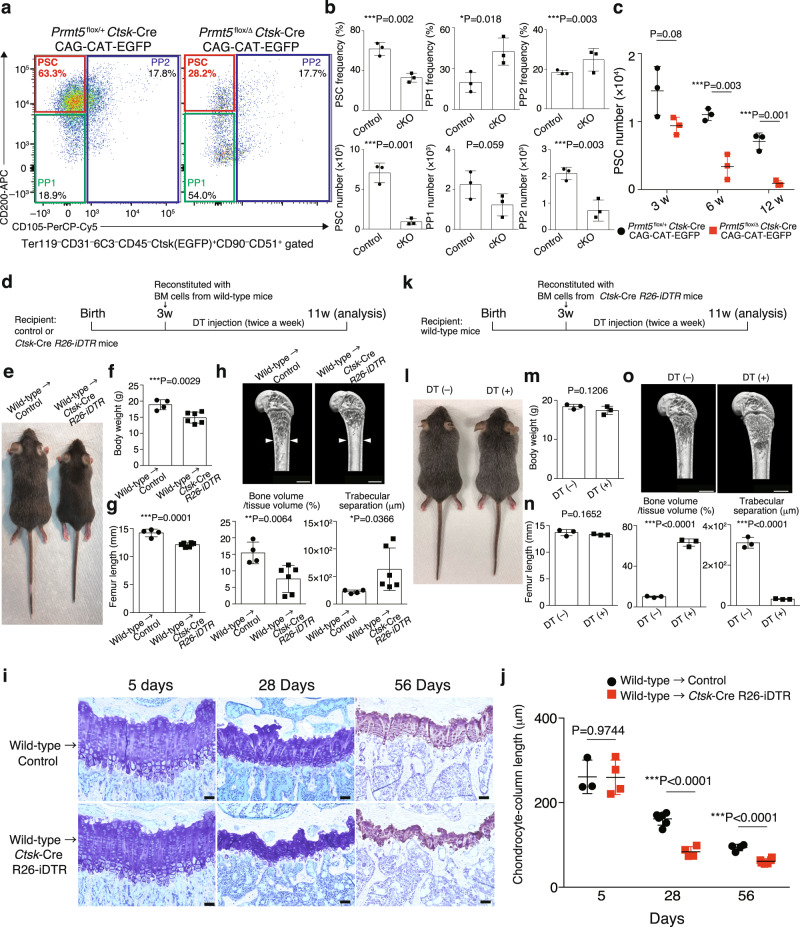
PSCs are abrogated by Prmt5-deficiency. **a** Representative FACS plots of analyses in (**b**). **b** The frequency and number of periosteal osteogenic progenitors in 12-week-old littermates (*n* = 3 mice per group). *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **c** PSC number in the littermates at multiple time points (*n* = 3 mice per group). *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **d** Experimental settings for (**e**–**h**) (**e**) Representative pictures of more than three bone marrow chimeric mice. **f** Body weight of bone marrow chimeric mice (*n* = 4 and 6 mice per group). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **g** Femur length in bone marrow chimeric mice (*n* = 4 and 6 mice per group). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **h** Representative μCT images and parameters of the femur in bone marrow chimeric mice (n = 4 and 6 mice per group). The white arrow heads indicate bone width in the control mice. Scale bars, 1 mm. *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **i** Representative pictures of the growth plates in control and *Ctsk*-Cre *R26*-*iDTR* mice at multiple time points after the bone marrow transfer and the first diphtheria toxin treatment. Representative images of more than three independent experiments are shown. Scale bars, 50 μm. **j** The length of chondrocyte-column presented in (**i**) was quantified (5 days: *n* = 3 and 4, 28 days: *n* = 6 and 4, 56 days: *n* = 4 and 6 mice per group). *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **k** Experimental settings for (**l**–**n**). **l** Representative pictures of more than three bone marrow chimeric mice treated with diphtheria toxin (DT+) or saline (DT−). **m** Body weight of bone marrow chimeric mice (*n* = 3 mice per group). *P* value was calculated using one-sided Student’s *t*-test. **n** Femur length in bone marrow chimeric mice (*n* = 3 mice per group). *P* value was calculated using one-sided Student’s *t*-test. **o** Representative μCT images and parameters of the femur in bone marrow chimeric mice (*n* = 3 mice per group). Scale bars, 1 mm. *P* values were calculated using one-sided Student’s *t*-test. Source data are provided as a Source Data file.

### Ablation of PSCs impacts on endochondral bone formation

To confirm the effect of PSC deletion on bone growth, we crossed *Ctsk*-Cre mice with mice containing a Cre-inducible diphtheria toxin (DT) receptor (*Ctsk*-Cre *R26*-*iDTR* mice), allowing for the DT-mediated depletion of Ctsk^+^ cells. When we transferred wild-type bone marrow cells into *Ctsk*-Cre *R26*-*iDTR* mice at the age of 3 weeks and then treated the mice with DT for 8 weeks, these mice displayed reduced body size, body weight, bone length, bone width and trabecular bone volume (Fig. 2d–h). In *Ctsk*-Cre *R26*-*iDTR* CAG-CAT-EGFP mice transferred with wild-type bone marrow cells, PSCs were efficiently deleted 5 days after DT treatment, while other cell types including osteoclasts, osteoblasts and chondrocytes were not affected at this stage (Fig. 2i, j and Supplementary Fig. 7c–f). After four weeks of the PSC deletion, the mice exhibited an impaired periosteal bone formation with a compensatory increase in endosteal bone formation (Supplementary Fig. 7g, h), which is consistent with other mouse models having impaired intramembranous bone formation such as *Prmt5*^flox/Δ^ *Ctsk*-Cre mice (Supplementary Fig. 3c) and *Sp7*^flox/flox^ *Ctsk*-Cre mice^3^. Histological analyses showed that intramembranous (Supplementary Fig. 7h) and endochondral bone formation (Fig. 2i, j) were progressively impaired after the postnatal deletion of PSCs.

In contrast, this protocol resulted in a severe high bone mass phenotype due to osteoclast deficiency without any evident change in body size, body weight or bone length in wild-type mice transferred with *Ctsk*-Cre *R26*-*iDTR* bone marrow cells (Fig. 2k–o). Collectively, these findings suggest that PSCs play a key role in both endochondral- and intramembranous-dependent postnatal bone growth.

### Abnormal splicing of *Periostin* mRNA in Prmt5-deficient PSCs

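Prmt5 was examined first in the PSC libraries, since it is the gene deleted in the cKO mice. The submitters' labels give 3 control and 3 cKO libraries of FACS-sorted PSCs from C57BL/6 mice of 3 to 6 weeks, and the paper gives 3 mice per group (Fig. 3a). In these mice the CAG-CAT-EGFP reporter turns cells green once Cre has acted. RPKM of Prmt5 was 6.29 and 8.31 in libraries labelled control 1 and 2, and 8.40, 6.31 and 8.08 in libraries labelled cKO 1 to 3. It was 4.32 in the library labelled control 3, which stands in a table made separately. The log2 fold change was 0.05 (SE 0.166, adjusted p = 0.868 from limma), so Prmt5 was not lower in the libraries labelled cKO, and the groups are named here by their labels. A value for the whole gene also counts reads outside the deleted part, which is not named in the sources used here. The paper's RT-qPCR and protein data for PSCs run lower (Supplementary Fig. 7a, b), which does not settle the labels.

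The authors deposited RPKM and the share of each gene's reads that lie in introns. Controls 1 and 2 and the 3 cKO libraries share a table of 53715 genes, and control 3 has a table of 48709 genes, with 46654 genes named in both. The methods name kallisto, which counts reads on transcripts and gives no intron reads, and the aligner behind these tables is not given in the sources used here. The steps of the RPKM values gave back whole exon reads, within 0.02 reads, for 25017 of 26128 detected genes. Exon reads were 10424477 and 9780818 in controls 1 and 2, 12455483, 9029333 and 10461034 in cKO 1 to 3, and 5965011 in control 3. Across 10943 genes, which are not independent replicates, log2 values of the 5 libraries of one table correlated with each other at r = 0.948 to 0.982. Control 3 correlated with them at r = 0.842 to 0.860. Genes were therefore tested within the one table, 2 control against 3 cKO libraries, a choice made after the data were seen. The test was limma on log2(RPKM + 1) over the 11045 genes with a mean RPKM of at least 1. Fold changes on this scale understate the change of low genes. The fit over all 6 libraries, set before the data were examined, is given beside the main counts and by gene name. In simulated libraries of this size the test recovered 95 of 100 genes changed 2-fold and called 14 of 10678 unchanged genes. The changed genes were drawn from those with an average log2 value over 2, with independent noise. Recovery of lower genes was thus not simulated.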

In order to elucidate the role and target of Prmt5 in PSCs, we performed RNA-seq analysis on PSCs collected from *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP mice or *Prmt5*^flox/+^ *Ctsk*-Cre CAG-CAT-EGFP mice. The RNA-seq data showed the gene expression pattern in *Prmt5*-deficient PSCs was very different from that in control PSCs (Fig. 3a, b). 

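In the libraries labelled cKO, part of the splicing factors were higher and part of the collagen and matrix genes were lower, and neither list call held with an estimated correlation (adjusted p = 0.137 for both from limma's camera). Prmt5 was not lower in these libraries, so every direction here rests on the labels. Of 40 splicing factors, 19 were higher and none was lower (24 and none when adjusted over the list alone). Sf3b2, a subunit of the complex that binds the branch point, went from 33.4 ± 3.34 RPKM (SD, n = 2) to 112 ± 8.83 RPKM (SD, n = 3), a log2 fold change of 1.72 (SE 0.121, adjusted p = 0.000836 from limma). Snrnp200, the helicase that unwinds U4 and U6 RNA, had a log2 fold change of 1.38, Luc7l, a U1-associated factor, 1.58 and the RNA-binding protein gene Hnrnph1 1.16. An antisense gene overlaps Sf3b2 and other genes overlap Luc7l, and strand use in counting is not given in the sources used here.

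Of 40 collagen and matrix genes, 11 were lower and 1, Ogn, was higher (20 and 2 when adjusted over the list alone). The mean level of this list on the log2 scale was 7.80 and 7.90 in controls 1 and 2 and 7.47, 7.44 and 7.50 in cKO 1 to 3, but 7.29 in control 3, below every cKO library. Col16a1, a fibril-associated collagen, fell from 430 ± 11.7 RPKM (SD, n = 2) to 207 ± 3.32 RPKM (SD, n = 3). Lum, a proteoglycan of collagen fibrils, fell by 0.93 on the log2 scale (SE 0.128, adjusted p = 0.0072 from limma) and Adamts2, which trims procollagen, by 0.98 (SE 0.115, adjusted p = 0.00411). Eln, which encodes elastin, fell by 1.25, but control 3 had 5.00 RPKM against 44.8 and 50.7 RPKM in controls 1 and 2. Among 16 osteoblast genes, Phex, Dmp1 and Ifitm5 were lower and Omd was higher. Dmp1, a matrix protein of osteocytes, had 262 and 71.1 RPKM in controls 1 and 2 and 8.18, 32.5 and 11.5 RPKM in cKO 1 to 3, with 70.3 RPKM in control 3. Ifitm5, an osteoblast membrane protein, had 14.3 RPKM in control 3, below every cKO library, and its log2 fold change of -1.20 was -0.61 over all 6 libraries (adjusted p = 0.557 from limma).

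Of 23 measured p53 targets, 5 were higher: Cdkn1a, the cell cycle inhibitor p21, with a log2 fold change of 0.82, Ccng1 with 0.69, the repair nuclease gene Ercc5 with 0.93, and Bbc3 and Bax, both of cell death. None of these targets was lower (6 and none when adjusted over the list alone). Of 28 proliferation genes, Ube2c, Aurkb and Mcm5 were higher and none was lower (8 and none when adjusted over the list alone), but these 3, Bbc3, Bax, Omd and Ogn did not pass with DESeq2's size factors. Control 3 lay among or above the cKO libraries for Ube2c, Mcm5, Bbc3, Omd and Ogn. Of 6 genes of red blood cells, which the paper's sort excludes by Ter119, 4 hemoglobin genes were higher in cKO libraries than in controls 1 and 2, and control 3 was high in them too. Hba-a2 had 13.7 and 6.53 RPKM in controls 1 and 2, 143, 261 and 57.8 RPKM in cKO 1 to 3, and 209 RPKM in control 3. Hba-a1, Hbb-bs and Hbb-bt had log2 fold changes of 3.02, 3.33 and 3.43, and 399, 479 and 148 RPKM in control 3, above every cKO library. Near-identical copies may share these reads.

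The largest rises among abundant genes outside these lists were Ptprv (2.10), Adamts10 (2.03), Cytl1 (1.94), Gramd1a (1.83) and Prkcd (1.71), given as log2 fold changes. Cytl1 had 595 RPKM in control 3 against 53.0 and 35.2 RPKM in controls 1 and 2. The largest falls were those of Hspa1b and Hspa1a, near-identical heat shock genes, by 2.00 and 1.89 on the log2 scale, of Ostn, which encodes osteocrin, by 1.34, of C1s1 by 1.31, of Tmem147 by 1.28 and of Mmp23 by 1.15. Of the 25 genes of Fig. 3c, which the study chose on these samples, 23 were tested; 17 were higher, Daam2 (1.90) and Arfgap1 (1.64) among them, and 6 were lower, which is not independent evidence of direction. Of the latter, Hspg2 encodes perlecan and fell by 1.22, and Igf2, a growth factor, had 20.6 and 27.5 RPKM in controls 1 and 2, 9.43, 8.25 and 10.0 RPKM in cKO 1 to 3, and 5.73 RPKM in control 3.

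In all, 1118 of 11045 genes passed an adjusted p under 0.05, 934 higher and 184 lower (83.5% higher). Over all 6 libraries, the comparison planned first, 207 of 10943 passed (169 higher, 38 lower). The median log2 fold change of all tested genes was 0.14 with the deposited scaling and -0.01 with DESeq2's size factors, under which 712 genes passed, 415 higher and 297 lower (58.3% higher). Relative to that median, the list medians were 0.28 for splicing factors, 0.24 for p53 targets, 0.32 for proliferation, 3.04 for erythroid genes, -0.48 for collagen and matrix and -0.67 for osteoblast genes. Camera with the preset correlation called all 6 of these lists and that of Fig. 3c (adjusted p from 8.28e-15 to 0.0414). None of the 7 calls held with an estimated correlation, where the adjusted p of the others was 0.578 for p53 targets and for osteoblast genes, 0.395 for proliferation, 0.684 for erythroid genes and 0.340 for the genes of Fig. 3c. Control 3 was not in this fit. It lay below all cKO libraries in 673 of 891 genes called higher and above all of them in 134 of 179 called lower, across tables made separately. On the far side of the cKO libraries it lay in 129 and 24 of these genes. Among 9704 genes not called it lay below all cKO libraries in 39.9% and above all in 39.7%. The called genes were picked on the same cKO libraries, so genes not called are no like baseline.

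The p53 and erythroid lists were not called over all 6 libraries (adjusted p = 0.133 and 0.661 from limma's camera). Without control 1, control 2, cKO 1, cKO 2 or cKO 3 in turn, 324, 458, 539, 605 and 468 genes passed, and 22 of the 52 named genes other than Postn that passed did so in all 5 of these fits. Over all 6 libraries 19 of the 52 passed: Sf3b2, Snrnp200, Luc7l, Col16a1, Adamts2, Hspg2, Cdkn1a, Ccng1, Ptprv, Adamts10, Gramd1a, Prkcd, Daam2, Arfgap1, Hspa1a, Hspa1b, Tmem147, Mmp23 and the endothelial gene Pecam1.

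**Figure D1:**
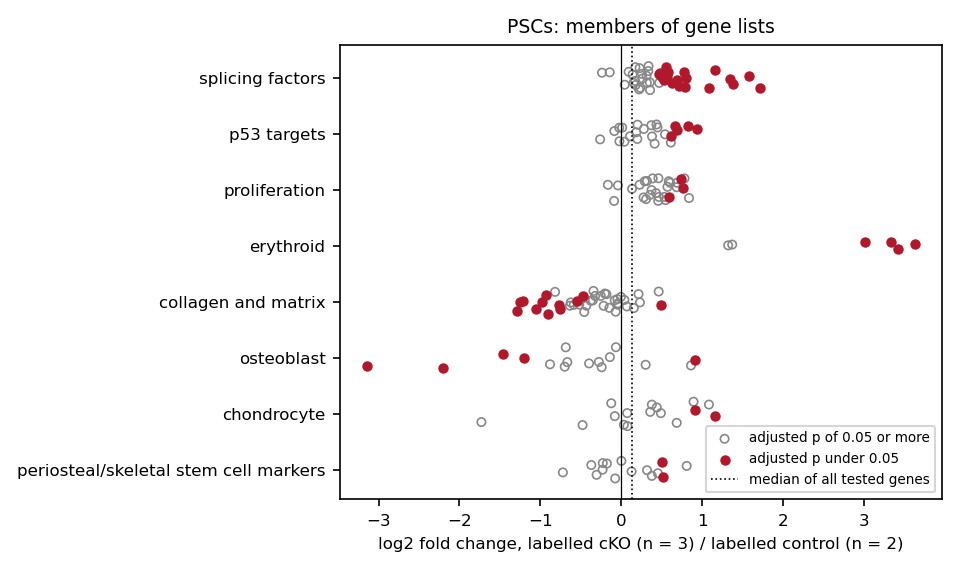
Log2 fold change of RPKM + 1 (x axis) of the members of 8 gene lists (rows) between PSC libraries labelled cKO (n = 3) and labelled control (n = 2) of one table. Each point is a gene, filled where the adjusted p from limma is under 0.05, and the dotted line is the median of all 11045 tested genes. Filled points of splicing factors lie to the right of the line and most of those of collagen and matrix to its left; positions shift by about the offset of the line with DESeq2's size factors.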

We found that the mRNA expression level of *Postn* (encoding periostin) was markedly decreased in Prmt5-deficient PSCs (Fig. 3c, d). 

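Postn encodes periostin, a secreted matrix protein of the periosteum, and lies on chromosome 3 of GRCm38 from 54361109 to 54391037 with no overlapping annotated gene. Its RPKM was 488 and 521 in libraries labelled control 1 and 2, and 188, 240 and 196 in libraries labelled cKO 1 to 3. The means were 505 ± 23.3 RPKM (SD, n = 2) and 208 ± 27.9 RPKM (SD, n = 3), and Postn fell by 1.28 on the log2 scale (SE 0.143, adjusted p = 0.00333 from limma). This direction rests on the labels, since Prmt5 was not lower in the libraries labelled cKO; the paper's immunohistochemistry of POSTN protein in other samples runs the same way (Fig. 3f and Supplementary Fig. 7i). Control 3, in a table made separately, had 737 RPKM. With it the control mean was 582 ± 135 RPKM (SD, n = 3), and every control library lay above every cKO library. The exact two-sided permutation test gave p = 0.1 for 3 against 3 libraries, the smallest p this design allows, and p = 0.2 for 2 against 3, again the smallest. Exon reads of Postn recovered from these values were 48311 and 48916 in controls 1 and 2, 44613 in control 3, and 22772, 20717 and 19792 in cKO 1 to 3. Ctsk, the marker that defines the PSC lineage, had a log2 fold change of -0.07 (SE 0.128, adjusted p = 0.749 from limma).

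In limma over all 6 libraries Postn fell by 1.47 on the log2 scale (SE 0.206, adjusted p = 0.026). That call was lost without any 1 of controls 1 and 2 and cKO 1 to 3 (adjusted p from 0.061 to 0.165), and held within the one table without any 1 library.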

We focused on periostin because periostin is known to be required for the self-renewal of osteogenic progenitors in the periosteum^20,21^. Previous studies have indicated that the primary role of Prmt5 is to regulate pre-mRNA splicing by mediating symmetrical demethylation of arginine residues in Sm proteins^12,13^. The mis-splicing of pre-mRNA due to Prmt5 deficiency can cause downregulation of mRNA expression by the nonsense-mediated mRNA decay mechanism^12,13^. 

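The share of Postn reads that lie in introns, which are removed from mature mRNA, was 0.347% and 0.472% in PSC libraries labelled control 1 and 2. It was 2.12%, 2.06% and 1.99% in libraries labelled cKO 1 to 3, and 0.983% in control 3, whose table was made separately. Within the one table the means were 0.409% ± 0.0887 (SD, n = 2) and 2.06% ± 0.0668 (SD, n = 3), a difference of 1.65 percentage points. Over all 6 libraries the control mean was 0.601% ± 0.337 (SD, n = 3). The exact two-sided permutation test gave p = 0.2 for 2 against 3 libraries and p = 0.1 for 3 against 3, each the smallest p its design allows. Intron reads of Postn, not scaled for depth, were 168 and 232 in controls 1 and 2 and 443 in control 3, and 493, 436 and 401 in cKO 1 to 3. Mapped reads were fewer in control 3 (6958265) than in the other libraries (9933000 to 13928753). Per mapped read, control 3 thus had more Postn intron reads than any cKO library, and its lower share went with its high Postn level (737 RPKM). The direction of the share rests on the labels, as Prmt5 was not lower in the libraries labelled cKO.

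Genes were tested with limma on the log2 odds of the intron share, a test that was not set before the data were examined. Of 10697 genes, 44 rose and 4 fell at an adjusted p under 0.05. Comp, a cartilage matrix protein, went from 1.00% ± 0.0199 (SD, n = 2) to 7.68% ± 0.232 (SD, n = 3), with 0.773% in control 3. Mxra8, a membrane protein, went from 0.481% to 4.04%, and an antisense gene overlaps it. Rcn1, a calcium-binding protein of the secretory pathway, went from 1.05% to 7.84%, and Serpinf1, which encodes a secreted serpin, from 0.422% to 1.71%. Tmem147, a protein of the endoplasmic reticulum, went from 1.89% to 23.6%, with 5.90% in control 3. Arfgap1, a regulator of vesicle transport, fell from 13.9% to 5.33%, with 4.93% in control 3. Aph1a, of the gamma-secretase complex, fell from 1.39% to 0%, with 0% in control 3. The loci AC161165.4 and 4930557K07Rik, which have no control 3 value, went from 100% to 30.0% and to 68.1%. Control 3, which was not in this fit, lay below all cKO libraries in 39 of the 43 rising genes with a value and above all in 4. It lay below all in 39.0% of 10252 genes not called. The rising genes were picked on the same cKO libraries, so genes not called are no like baseline. The median share per library was 9.83% and 10.2% in controls 1 and 2, 12.2%, 11.4% and 11.2% in cKO 1 to 3, and 11.0% in control 3 over 10297 genes. The median change of a gene was 0.643 percentage points, and 0.265 over all 6 libraries.

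For Postn the change in log2 odds was 1.52 (SE 0.110, adjusted p = 0.0363 from limma), against a median of 0.15 over all genes. With each read class scaled to its own total in an edgeR interaction, a test chosen after the data were seen, the change of Postn was 2.14 on the log2 scale; 240 genes rose and 101 fell (70.4% higher, against 91.7% in limma), and the median over all genes was -0.08. The limma call of Postn was lost over all 6 libraries (adjusted p = 0.152) and without any 1 library (adjusted p from 0.155 to 0.202), and the 48 called genes became 2 over all 6 (Comp and Mxra8) and 0 without control 1 or control 2, 3 without cKO 1 or cKO 2 and 2 without cKO 3. The paper takes the intron share of Postn as its measure of splicing (Fig. 3e) and places it beside earlier work in which mis-splicing without Prmt5 can lower mRNA through nonsense-mediated decay.

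**Figure D2:**
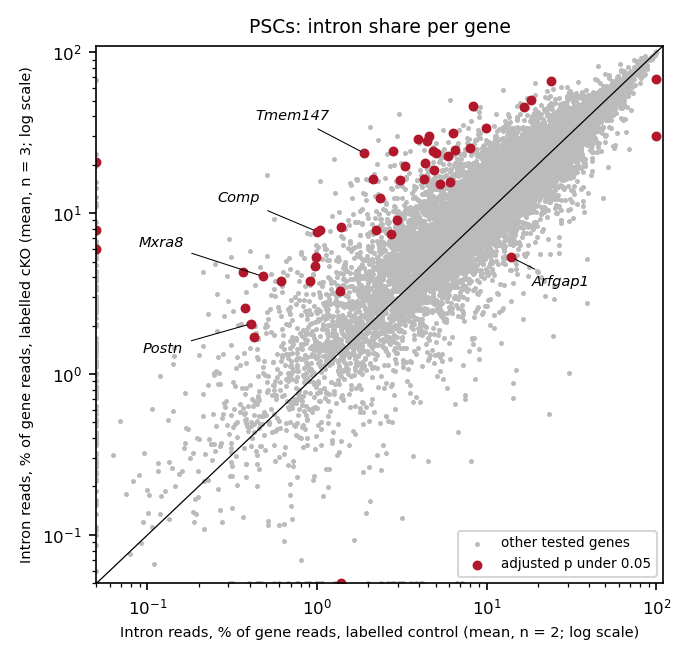
Share of reads in introns of each gene, mean of the libraries labelled control (x axis, n = 2) against mean of those labelled cKO (y axis, n = 3), both in percent on log axes, for the tested genes of the one table; shares under the lower end of an axis are drawn at that end. Filled points are the 48 genes with an adjusted p under 0.05 from limma and the diagonal marks equal shares. Postn, at 0.409% and 2.06%, lies above the diagonal with most of the filled points.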

RNA-seq analysis indicated that an abnormal splicing of *Postn* mRNA occurred in *Prmt5*-deficient PSCs (Fig. 3e). Immunohistochemistry confirmed the decreased POSTN protein levels in the periosteum in *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP mice (Fig. 3f and Supplementary Fig. 7i). The localization of EGFP^+^ POSTN^+^ cells adjacent to the growth plate is consistent with a previous report which identified PSCs^3^.

**Fig. 3:**
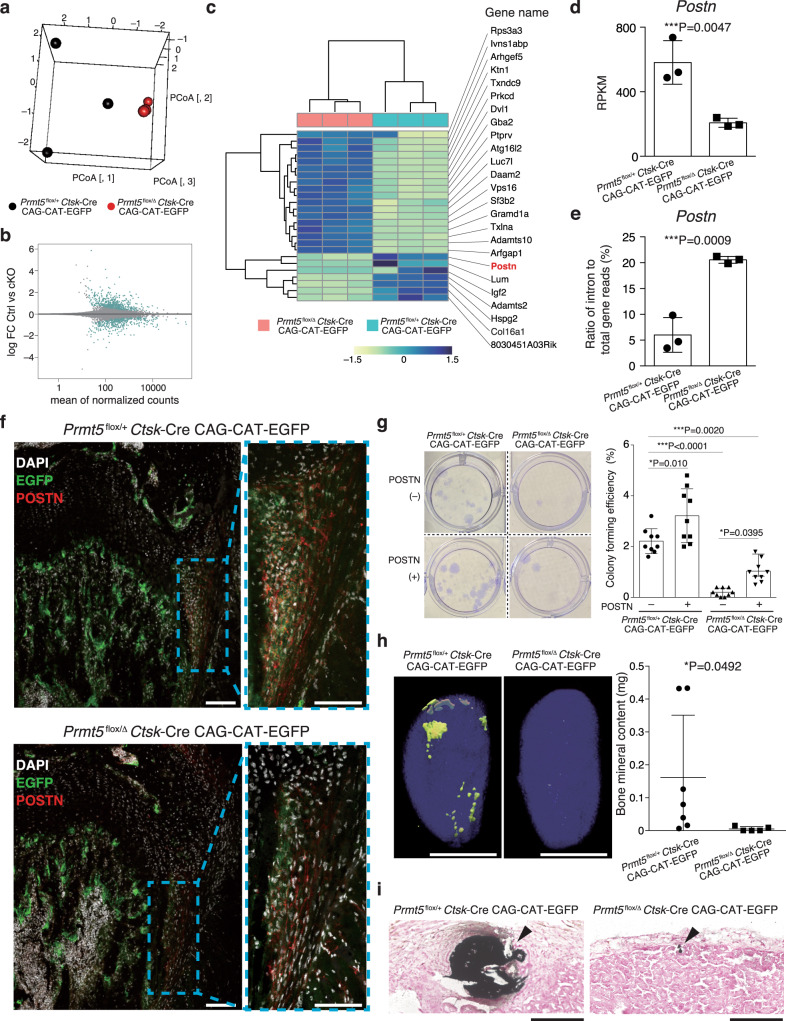
Abnormal *Periostin* mRNA splicing in Prmt5-deficient PSCs. **a** Principal coordinate analysis (PCoA) performed on PSCs derived from *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP and *Prmt5*^flox/+^ *Ctsk*-Cre CAG-CAT-EGFP mice (*n* = 3 mice per group). **b** MA plot of significant genes that were differentially expressed in the PSCs derived from *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP and *Prmt5*^flox/+^ *Ctsk*-Cre CAG-CAT-EGFP mice (light blue dots). **c** Heatmap of the top 25 genes of which expression was highly altered in PSCs by the *Prmt5*-deficiency. The color bar indicates scaled normalized gene expression counts. **d** The expression level of *Postn* mRNA in PSCs derived from *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP and *Prmt5*^flox/+^ *Ctsk*-Cre CAG-CAT-EGFP mice (*n* = 3 mice per group). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **e** The ratio of intron reads to total gene reads in *Postn* gene in PSCs derived from *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP and *Prmt5*^flox/+^ *Ctsk*-Cre CAG-CAT-EGFP mice (*n* = 3 mice per group). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **f** Immunohistochemical analysis of the femur of *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP and *Prmt5*^flox/+^ *Ctsk*-Cre CAG-CAT-EGFP mice. Representative images of more than three independent experiments are shown. Scale bars, 100 μm. **g** Colony formation of PSCs derived from *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP and *Prmt5*^flox/+^ *Ctsk*-Cre CAG-CAT-EGFP mice in the presence or absence of recombinant periostin (POSTN). Representative data of more than three independent experiments (left) and colony forming efficiency (right) are shown (*n* = 9 biologically independent samples). *P* values were calculated using ANOVA with Tukey’s multiple-comparison test. Data are presented as the mean ± S.D. **h** μCT images of the bone formed by PSCs derived from *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP and *Prmt5*^flox/+^ *Ctsk*-Cre CAG-CAT-EGFP. Representative images of more than three independent experiments (left) and quantification of bone mineral content (right) are shown (*n* = 7 and *n* = 5 mice per group). Scale bars, 5 mm. *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **i** Representative images from more than three independent Von Kossa staining (black) for mineralized bone formed by PSCs derived from *Prmt5*^flox/Δ^ *Ctsk*-Cre CAG-CAT-EGFP and *Prmt5*^flox/+^ *Ctsk*-Cre CAG-CAT-EGFP mice. Scale bars, 200 μm. Black arrow heads indicate mineralized bone. Source data are provided as a Source Data file.

Similar to the finding in *Postn*-deficient periosteal osteogenic progenitors^21^, the colony forming ability was impaired in *Prmt5*-deficient PSCs (Fig. 3g). Treatment with exogenous periostin partially rescued the impaired self-renewal ability in *Prmt5*-deficient PSCs (Fig. 3g). In vivo transplantation experiments showed that PSCs derived from control mice exclusively formed intramembranous bones (Fig. 3h, i), as reported in a previous study^3^. In contrast, Prmt5-deficient PSCs formed minimal intramembranous bones but not cartilage or adipose tissue (Fig. 3h, i). These data suggested that the Prmt5/periostin axis is important for self-renewal of PSCs, but further studies are needed to clarify the role of Prmt5 in the later differentiation and lineage commitment stages in PSC-mediated bone formation. The mRNA expression levels of marker genes for periosteal osteogenic progenitors^3,22–24^ and skeletal stem cells^5^ did not change in Prmt5-deficient PSCs, suggesting that Prmt5 is important for the self-renewal but not for stem cell identity in PSCs (Supplementary Fig. 7j). These data suggest that abnormal post transcriptional regulation of *Postn* may cause, at least in part, a progressive reduction in the PSC number in *Prmt5*^flox/Δ^ *Ctsk*-Cre mice. This hypothesis is consistent with a previous study showing that periostin-deficient mice exhibited postnatal defects in endochondral and intramembranous bone formation^25^.

### PSCs orchestrate both types of bone growth via Ihh secretion

How do PSCs, located in the periosteum/perichondrium, control endochondral bone formation at the growth plate? A previous study concluded that PSCs’ role is exclusively limited to intramembranous bone formation under physiological conditions for the following reasons. First, *Ctsk*-Cre labels periosteal osteogenic cells, but not growth plate chondrocytes or marrow osteoblasts in a fate-mapping system, indicating that PSCs do not act as a source for the osteogenic cells that mediate endochondral bone formation^3^. Second, PSCs form bone via an intramembranous pathway in a transplantation system^3^. And third, *Ctsk*-Cre-mediated deletion of *Sp7* results in bone loss in intramembranous bones such as the calvarium and cortical bone, but does not affect growth plate architecture or trabecular bone^3^. Because this is in contrast with our phenotype, where the growth plate is markedly altered during postnatal growth in PSC-deficient mice, we tested the hypothesis that PSCs could contribute indirectly to endochondral bone formation by locally producing soluble factors.

We therefore screened for genes that are highly and specifically expressed in PSCs by analyzing a deposited RNA-seq dataset (GSE106237)^3^. We focused on soluble factors having much higher expression in PSCs than PP2 and PP1. Ihh was among the genes highly specific to PSCs and is known to be involved in the regulation of endochondral bone formation (Fig. 4a). The major producer of Ihh has been thought to be hypertrophic chondrocytes based on the in situ hybridization experiments using fetal bones, but the contribution of Ihh produced by other cells has never been reportedly explored^6,7,9–11,26,27^. More relevant to our observations is the fact that among the periosteal osteogenic progenitors (PP1, PP2 and PSC) and CTSK^–^ bone marrow mesenchymal stem cells, Ihh is exclusively expressed in PSCs (Fig. 4b).

**Fig. 4:**
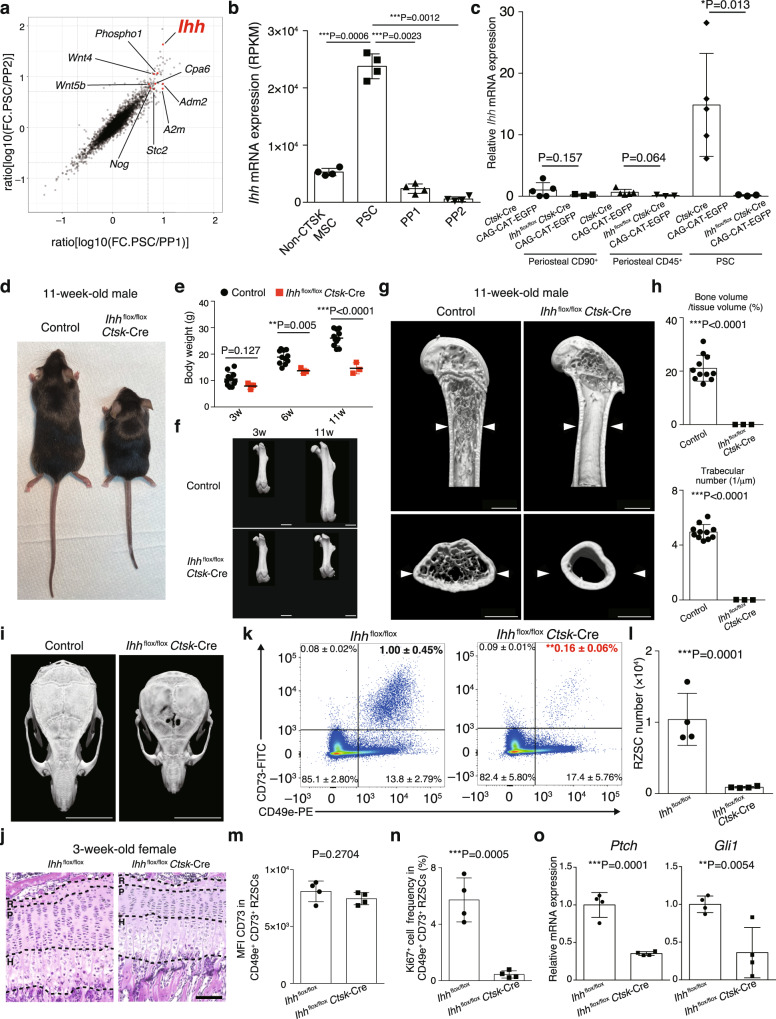
PSC-derived Ihh orchestrates bone growth. **a** Scatter plot of the gene expression ratio. **b** *Ihh* expression in periosteal osteogenic progenitors and CTSK^–^ bone marrow mesenchymal stem cells (*n* = 4 biologically independent samples). *P* values were calculated using ANOVA with Tukey’s multiple-comparison test. Data are presented as the mean ± S.D. **c** *Ihh* expression in various periosteal cell types (*n* = 5 and 3 mice per group). *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **d** Images of littermates. *Ihh*^flox/+^, *Ihh*^flox/flox^, *Ihh*^flox/+^ *Ctsk*-Cre mice were phenotypically identical, being grouped together and used as controls in (**d**–**h**). **e** Body weight of littermates (*n* = 11 and 3 mice per group). *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **f** Representative femur images of more than three littermates. Scale bars, 2 mm. **g** Representative femur images analyzed in **h**. Scale bars, 1 mm. The white arrow heads indicate bone width in the control mice. **h** μCT analysis parameters of the femur in littermates (*n* = 11 and 3 mice per group). *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **i** Representative skull images of more than three female littermates. Scale bars, 7 mm. **j** Representative haematoxylin and eosin staining pictures of the tibiae growth plate in more than three littermates. Scale bars, 100 μm. R: resting zone, P: proliferating zone, H: hypertrophic zone. **k** Frequency of RZSCs in 3-week-old littermates (*n* = 4 mice per group). *P* = 0.0051. *P* value was calculated using one-sided Student’s *t*-test. **l** RZSC number in 3-week-old littermates (*n* = 4 mice per group). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **m** Mean Fluorescence Intensity of CD73 in RZSCs (*n* = 4 mice per group). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **n** Ki67^+^ cell frequency in RZSCs in littermates (*n* = 4 mice per group). *P* value was calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. **o** The expression levels of *Ptch* and *Gli1* in RZSCs (*n* = 4 mice per group). *P* values were calculated using one-sided Student’s *t*-test. Data are presented as the mean ± S.D. Source data are provided as a Source Data file.

We therefore crossed *Ihh*^flox/flox^ mice^7^ with *Ctsk*-Cre mice to investigate the physiological relevance of Ihh produced by PSCs. In *Ihh*^flox/flox^ *Ctsk*-Cre CAG-CAT-EGFP mice, the expression levels of Ihh decreased specifically in PSCs, but not in the growth plate chondrocytes, periosteal CD90^+^ mature osteogenic cells or periosteal CD45^+^ hematopoietic cells (Fig. 4c and Supplementary Fig. 8a, b). Since Ihh is known to be expressed in hypertrophic chondrocytes, we rigorously excluded the possibility that *Ctsk*-Cre leaked in hypertrophic chondrocytes by using RANKL-floxed mice^28^. RANKL (encoded by *Tnfsf11* gene), the master regulator of osteoclastogenesis, is essentially produced by hypertrophic chondrocytes, osteoblasts and osteocytes^28,29^. The deletion of RANKL in hypertrophic chondrocytes by *Col10a1*-Cre^30^ resulted in severe osteopetrosis due to a reduction of osteoclast number in the bone marrow (Supplementary Fig. 8c–e, g). In contrast, *Tnfsf11*^flox/flox^ *Ctsk*-Cre mice did not exhibit osteopetrosis and a decrease in osteoclast number in these mice was observed only at the periosteal surface but not in the bone marrow (Supplementary Fig. 8f). If *Ctsk*-Cre deleted RANKL in hypertrophic chondrocytes, marrow osteoblasts or osteocytes, *Tnfsf11*^flox/flox^ *Ctsk*-Cre mice would have exhibited severe osteopetrosis. These data clearly indicated that *Ctsk*-Cre does not leak in hypertrophic chondrocytes, marrow osteoblasts or osteocytes.

Notably, *Ihh*^flox/flox^ *Ctsk*-Cre mice displayed a severe reduction in body size, body weight and bone length, indicating that endochondral bone formation was impaired (Fig. 4d–h). This phenotype became more readily apparent with aging (Fig. 4e, f), and *Ihh*^flox/flox^ *Ctsk*-Cre mice showed a complete loss of trabecular bone and the growth plate at the age of 11 weeks (Fig. 4g, h). *Ihh*^flox/flox^ *Ctsk*-Cre mice exhibited a marked reduction in bone width and calvarial bone volume (Fig. 4g, i), indicating that PSC-derived Ihh is also required for intramembranous bone formation. Bone marrow transfer experiments confirmed that Ctsk^+^ mesenchymal cells, but not hematopoietic cells, were responsible for the skeletal phenotype in *Ihh*^flox/flox^ *Ctsk*-Cre mice (Supplementary Fig. 9a–d). *Ihh*^flox/flox^ *LysM*-Cre mice displayed normal bone growth, indicating that the deletion of Ihh in osteoclast-lineage cells does not contribute to the skeletal phenotype in *Ihh*^flox/flox^ *Ctsk*-Cre mice (Supplementary Fig. 9e–j).

### PSC-derived Ihh is required for RZSC maintenance

At 3 weeks of age, *Ihh*^flox/flox^ *Ctsk*-Cre mice retained normal growth plate architecture (Fig. 4j). Since Ihh is known to be a key regulator of RZSCs in the growth plate, we analyzed the CD73^+^ CD49e^+^ RZSCs^2^ in *Ihh*^flox/flox^ *Ctsk*-Cre mice. Flow cytometry showed that the frequency and number of CD73^+^ CD49e^+^ RZSCs markedly decreased in the growth plate of *Ihh*^flox/flox^ *Ctsk*-Cre mice (Fig. 4k, l). The expression levels of stem cell marker CD73 in RZSCs was unchanged (Fig. 4m), whereas the frequency of Ki67^+^ cells in RZSCs significantly decreased in *Ihh*^flox/flox^ *Ctsk*-Cre mice (Fig. 4n). These data are consistent with a previous report showing that Ihh is critical for the self-renewal of RZSCs but not for their identity^2^. Given that 3-week-old *Ihh*^flox/flox^ *Ctsk*-Cre mice did not display obvious bone abnormalities other than the reduction of RZSCs, it is likely that RZSCs are the direct target of PSC-derived Ihh. Indeed, the expression levels of Ihh target genes, *Ptch* and *Gli1*, were significantly decreased in RZSCs collected from *Ihh*^flox/flox^ *Ctsk*-Cre mice (Fig. 4o).

To clarify the relative contribution between Ihh derived from PSCs and from hypertrophic chondrocytes, we crossed *Ihh*^flox/flox^ mice with *Col10a1*-Cre mice. *Ihh*^flox/flox^ *Col10a1*-Cre mice had already exhibited severe bone deformities with an abnormal growth plate architecture at 3 weeks of age (Supplementary Fig. 10a–c). These data indicate that hypertrophic chondrocyte-derived Ihh is essential and sufficient for bone development at the early stages of life, whereas the importance of PSC-derived Ihh increases over time in postnatal life. Since *Ihh*^flox/flox^ *Ctsk*-Cre mice displayed a defect in intramembranous bone formation (Fig. 4g, i), we analyzed the PSC phenotypes in these animals and found that the frequency and number of PSC decreased in *Ihh*^flox/flox^ *Ctsk*-Cre CAG-CAT-EGFP mice (Supplementary Fig. 10d, e). These data suggested that PSC-derived Ihh may also be important for the maintenance of PSC itself, but further studies are required to understand the role of PSC-derived Ihh in the periosteum homeostasis.

Collectively, these findings demonstrate that as Ihh production by growth plate chondrocytes decreases during the progressive decline in growth with age, Ihh production by periosteal PSCs maintains RZSC proliferation in the growth plate, thereby playing a key role in the prolonged postnatal bone growth.

## Discussion

This study shows that although PSCs are specialized into creating osteogenic progenitors for the intramembranous pathway that occurs on the periosteal surface, they are also essential for the prolonged endochondral bone formation that occurs in the growth plate via their ability to locally produce Ihh. It is well established that Ihh plays an essential role in endochondral bone formation at the growth plate by regulating the fate of RZSCs^1,2^. During development, growth plate-derived Ihh acts on cells in the periosteum/perichondrium, leading to the activation of PTHrP expression in the periarticular chondrocytes through a poorly understood mechanism^10,11^. PTHrP then maintains chondrocytes in a proliferative, less differentiated state and inhibits the production of Ihh from the growth plate. This Ihh/PTHrP loop coordinates the synchronized chondrocyte differentiation in the growth plate during early life stages^6^.

Here, we show a reverse crosstalk that occurs later, at a time when the growth plate decreases its proliferative activity and growth speed in postnatal life. PSC-derived Ihh controls growth plate RZSCs to ensure prolonged skeletal growth in postnatal life. This study therefore highlights the critical importance of a functional interaction between PSCs and RZSCs in post-developmental skeletal growth. This view is supported by the fact that *Ihh*^flox/flox^ *Ctsk*-Cre mice displayed a severe defect in bone growth at the adult stage, but the phenotype was not apparent before 3 weeks of age (Fig. 4 and Supplementary Fig. 10). Given that the width of the hypertrophic zone starts to regress around 3 weeks of age^31^, we interpret this data to show that hypertrophic chondrocyte-derived Ihh is sufficient to ensure rapid bone growth during development and early postnatal life, whereas PSC-derived Ihh compensates for the progressive decrease in hedgehog signaling in RZSCs during postnatal life, ensuring continued bone growth.

We analyzed PSCs using the same *Ctsk*-Cre line and cell surface markers with a previous report which first identified and characterized PSCs^3^. Using the RNAseq dataset (GSE106237) produced by the study^3^, we identified the exclusive Ihh expression in PSCs among periosteal osteogenic cells (Fig. 4a, b). Thus, the PSC analyzed here is exactly the same population with the previous study^3^. Given that the PSCs are localized to adjacent to the growth plate^3,15^ (Fig. 3f), we suspect that PSC-derived Ihh may control RZSCs in a paracrine manner. A previous study showed that diffusion of Shh from the secondary ossification center (SOC) also contributes to the growth plate homeostasis^2^. Thus, vertical (from the SOC and hypertrophic zone) and horizontal (from the periosteum/perichondrium) regulation of hedgehog signaling in the growth plate may be required for the precise coordination of skeletal growth.

Intramembranous and endochondral bone formation have been considered to be independent processes. However, our data reveals that intramembranous and endochondral pathways cooperatively ensure proper development and maintenance of bone growth for a sufficient period of time to allow long bones to reach their adult size and shape. During fracture repair, PSCs were shown to undergo endochondral bone formation in response to bone injury due to an unknown mechanism^3^. We suspect that PSC-derived Ihh may also play a role in the context of fracture healing. Further studies are required to clarify the relevance and function of PSC-derived Ihh in fracture repair. Given that early vertebrates first acquired intramembranous pathway to form exoskeleton (dermal bone)^32,33^, we suspect that PSCs may have developed earlier than other types of skeletal stem cells, subsequently acquiring the capacity to regulate endochondral bone formation.

Collaborations between distinct types of stem cells have been previously documented in studies of *Drosophila* gonads^34,35^ and mammalian skin^36^. This study shows the importance of stem cell communication in bone growth and homeostasis, suggesting that the interactions that occur between and among stem cells may be a fundamental principle in the development and maintenance of mammalian organs in general. Investigation into the molecular mechanisms of the functional crosstalk between stem cells will be a key to ultimately understanding the physiology and pathology of complicated biological systems.

## Methods

### Mice and bone analysis

All animals were maintained under specific pathogen-free conditions, and all experiments were performed with the approval of the Institutional Review Board at The University of Tokyo. C57BL/6 mice were purchased from CLEA Japan. KSN/Slc Nude mice (6-8 week-old male) were purchased from SLC Japan. *R26*-*iDTR* mice, *Ihh*^flox/flox^ mice and B6.SJL (CD45.1^+^) mice were obtained from the Jackson Laboratory. *Prmt5*^flox/flox^ mice^12^, *Ctsk*-Cre mice^14^, CAG-CAT-EGFP mice^37^, *Col2a1*-Cre mice^18^, *Sp7*-Cre mice^19^, *LysM*-Cre mice^17^, *Col10a1*-Cre mice^30^ and *Tnfsf11*^flox/flox^ mice^28^ were described previously. Three-dimensional microcomputed tomography analyses and bone morphometric analyses were performed as described^38^. Age and sex-matched littermates were used for all of the experiments unless otherwise noted. The sex and age of mice used are described in figures or figure legends. All animals were maintained at a constant ambient temperature of 22–26 degree Celsius, 40–65% of humidity under a 12 h light/dark cycle with free access to food and drink.

### Cell isolation

For the isolation of periosteal cells, long bones without muscles were subjected to enzymatic digestion for 1 h with serum-free α-MEM medium containing Collagenase (1 mg/ml; Wako, cat. 032-22364), Dispase II (2 mg/ml; Roche, cat. 383-02281) and DNase I (1 mg/ml; SIGMA, cat. DN25-1G) at 37 °C with agitation. After the removal of the long bones without periosteum, the tubes were centrifuged to harvest periosteal cells as pellet cells. α-MEM medium containing 20% serum was added to the tube and the periosteal cells were resuspended thoroughly by pipetting and then filtered through 100-μm nylon mesh. Tubes were centrifuged and the resulting cell pellet was subjected to FACS using the gating strategy shown in Supplementary Fig. 6. For the isolation of growth-plate chondrocytes, a scalpel was used to cut between the hypertrophic zone and the primary spongiosa of the long bones. Then, the blunt side of the scalpel was used to carefully scrape out the cartilage until the blade reached the hard surface of the secondary ossification center. The pieces of cartilage were collected and treated with 0.15% collagenase II in serum-free α-MEM medium for 120 min at 37 °C with agitation. The collected growth plate cells were subjected to FACS and western blotting analyses. The absolute number of PSCs and RZSCs per two legs was measured by using FACSAria III (BD Biosciences). We observed higher numbers/percentages of PSCs than that in the previous report^3^. This may reflect that we performed a whole-bone periosteal digest whereas the previous study largely minced entire bones from younger mice^3^. We set the CD200 and CD105 gates based on the FACS plot of negative controls (non-staining periosteal cell) (Supplementary Fig. 10d).

### RNA-seq analysis and quantitative RT-PCR analysis

Bulk-RNA sequencing and real-time quantitative PCR with reverse transcription (RT-PCR) analyses were performed as described^12^. In brief, total RNA was extracted using the Maxwell 16 LEV simply RNA Tissue Kit (Promega) according to the manufacturer’s instructions. cDNA was synthesized using Superscript III reverse transcriptase and a SMART-seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech Laboratories) for RNA-seq and RT-PCR, respectively. In the RNA-seq analysis, cDNA and sequencing libraries were processed with FastQC (v0.1.1.8), TrimGalore (v0.6.4) and Kallisto (v0.46.0) using the mouse transcriptome index (mus musculus GRCm38.96), and analyzed by DESeq2 (v1.26) to quantify gene expression on the basis of PCA, hierarchical clustering and differential expression analysis (using log fold change shrinkage and an adjusted *p* value <0.05). For the analysis on bulk-RNA seq data of periosteal progenitors (GSE106235), scatter plot of the gene expression ratio between PSC/PP1 and PSC/PP2 was produced. The soluble factors highly and specifically expressed in PSCs (RPKM > 500 in PSCs, PSC/PP1 ratio >5, PSC/PP2 ratio >5 and RPKM > 0 in PSC, PP1 and PP2) are highlighted in the Fig. 4a. RT-PCR analysis was performed with a LightCycler (Roche) using SYBR Green (Toyobo) and the level of mRNA expression was normalized to *Gapdh*. All of the primer sequences are available upon request.

### Flow cytometry and antibodies

The monoclonal antibodies used were purchased from BioLegend and eBioscience. For periosteal osteogenic progenitor analysis, cells were stained with PE anti-mouse CD51 (RMV-7), APC anti-mouse CD200 (OX-90), PB anti-mouse CD90.2 (53-2.1), PerCP-Cy5.5 anti-mouse CD105 (MJ7/18), APCcy7 anti-mouse CD45 (30-F11), biotinylated anti-mouse Ter119 (TER-119), biotinylated anti-mouse CD31 (390), biotinylated anti-mouse Ly-51 (6C3), and PEcy7 streptavidin (B278254). For analysis on resting zone stem cells, FITC anti-mouse CD73 (TY/11.8), PE anti-mouse CD49e (MFR5) and APC anti-mouse Ki67 (16A8) antibodies were used. The Foxp3 Staining Buffer Set (eBioscience) was used for intracellular Ki67 staining. For haematopoietic stem and progenitor cell analysis, cells were stained with PE anti-mouse Flk2 (A2F10), APC anti-mouse Sca-1 (D7), eFluor 450 anti-mouse CD34 (RAM34), PerCP-Cy5.5 anti-mouse CD150 (mShad150), PE-Cy7 anti-mouse CD48 (HM48-1), APCcy7 anti-mouse CD117/c-kit (2B8), FITC streptavidin (eBioscience), PE anti-mouse CD16/32 (93), PE anti-mouse Ter119 (TER-119), FITC anti-mouse CD71 (RI7217) and biotinylated anti-mouse CD3ε (145-2C11), CD4 (RM4-5), CD8a (53-6.7), CD11b (M1/70), CD11c (HL3), CD45R/B220 (RA3-6B2), TER119 (TER-119), Gr-1 (RB6-8C5), and CD49b (DX5). LT-HSCs, GMPs, CMPs, MEPs and Pro-E were defined as Lin^–^Sca1^+^c-Kit^+^CD150^+^CD34^−^CD48^−^Flk2^−^ cells, Lin^−^Sca1^+^c-Kit^+^CD34^+^CD16/32^hi^ cells, Lin^–^Sca1^+^c-Kit^+^CD34^+^CD16/32^mid^ cells, Lin^–^Sca1^+^c-Kit^+^CD34^−^CD16/32^−^ cells and c-Kit^+^CD71^+^Ter119^lo^ cells, respectively^39,40^. FITC anti-mouse CD45.1 (A20) and PE anti-mouse CD45.2 (104) antibodies were used to examine bone marrow chimerism. Flow cytometric analysis and sorting were performed using FACSCanto II and FACSAria III (BD Biosciences). PerCP-Cy5.5 anti-mouse CD105 antibody was used at 1:50 dilution and other antibodies were used at 1:100 dilution. FlowJo V9.9.3 software (TreeStar) was used to analyze the FACS data.

### Immunohistochemistry

Femurs and tibiae were fixed overnight at 4 °C in 4% paraformaldehyde for cryosection. Samples were washed twice in PBS and then embedded in OCT compound (Sakura Finetek). The frozen tissue blocks were cut into 20-μm-thick sections using a Cryostat (Leica). The sections were stained with anti-mouse periostin (Abcam, ab14041, 1:100 dilution), anti-GFP (invitrogen, A10262, 1:100 dilution) and DAPI (Molecular Probes). Multicolor images were obtained with a Nikon C2 confocal microscope (Nikon).

### Western blot analysis

The PSCs and growth plate chondrocytes were lysed with RIPA buffer (nacalai tesque) containing protease inhibitor cocktail (Millipore Sigma). The lysate was mixed with Trident 4X Laemmli SDS Sample Buffer containing 8% 2-mercaptoethanol, then boiled at 95 °C for 5 mins. The proteins were subjected to SDS-PAGE (5-20% gradient gel, FUJIFILM) and transferred onto a PVDF membrane (Millipore). The antibodies used were as follows: anti-β-actin (A5441, 1:1000 dilution), Sigma-Aldrich; anti-PRMT5 (PRMT5-21, 1:200 dilution), Santa Cruz; anti-IHH (ab52919, 1:200 dilution), Abcam.

### In situ hybridization

The in situ hybridization experiments were outsourced to Genostaff Co. Ltd. In brief, bone tissues were fixed with G-Fix (Genostaff), de-calcified with G-Chelate Mild (Genostaff), embedded in paraffin on a CT-Pro20 (Genostaff) using G-Nox (Genostaff) as a less toxic organic solvent for xylene, and sectioned at 5–8 μm. In situ hybridization was performed with the ISH Reagent Kit (Genostaff) according to the manufacturer’s instructions. Tissue sections were de-paraffined with G-Nox, and rehydrated through an ethanol series and phosphate-buffered saline (PBS). The sections were fixed with 10% NBF (10% formalin in PBS) for 30 min at 37 °C and washed in distilled water, placed in 0.2 N HCl for 10 min at 37 °C and washed in PBS, treated with 4 μg ml^−1^ ProteinaseK (Wako Pure Chemical Industries) in PBS for 10 min at 37 °C and washed in PBS, then placed within a coplin jar containing 1xG-Wash (Genostaff), equal to 1xSSC. Hybridization was performed with probes at concentrations of 250 ng ml^−1^ in G-Hybo-L (Genostaff) for 16 h at 60 °C. After hybridization, the sections were washed in 1xG-Wash for 10 min at 60 °C, 50% formamide in 1xG-Wash for 10 min at 60 °C. Then the sections were washed twice in 1xG-Wash for 10 min at 60 °C, twice in 0.1xG-Wash for 10 min at 60 °C and twice in TBST (0.1% Tween 20 in tris-buffered saline (TBS)) at room temperature (RT). After treatment with 1xG-Block (Genostaff) for 15 min at RT, the sections were incubated with anti-DIG AP conjugate (Roche Diagnostics) diluted 1:2000 with x50G-Block (Genostaff) in TBST for 1 h at RT. The sections were washed twice in TBST and then incubated in 100 mM NaCl, 50 mM MgCl_2_, 0.1% Tween 20, 100 mM Tris-HCl, pH 9.5. Coloring reactions were performed with NBT/BCIP solution (Sigma-Aldrich) overnight and then the samples were washed in PBS. The sections were counterstained with Kernechtrot stain solution (Muto Pure Chemicals), and mounted with G-Mount (Genostaff). The probes for *Ihh* was developed by Genostaff.

### Bone marrow transfer

Single-cell suspensions were obtained from the bone marrow of donor mice. Recipient mice were sub-lethally irradiated and administered an injection of bone marrow cells (2 × 10^6^ cells). Mice were provided antibiotic-containing water for two weeks and analyzed eight weeks later. Since the irradiation affects bone turnover and decreases baseline bone volume, control mice were also sub-lethally irradiated and subjected to the same experimental procedure in all bone marrow transfer experiments. Bone marrow chimerism was analyzed by FACS using B6.SJL (CD45.1^+^) mice and antibodies, FITC anti-mouse CD45.1 (A20) and PE anti-mouse CD45.2 (104). The bone marrow transfer system used in this study efficiently replaced bone marrow haematopoietic cells (>95% engraftment).

### Kidney capsule transplantation

Six to eight-week-old male KSN/Slc Nude mice were anaesthetized. The kidney was externalized through a 1-cm incision and a 2-mm pocket was made in the renal capsule. A 5-µl Matrigel plug (Corning, 356231) containing 10,000 cells was implanted underneath the capsule and kidney was replaced back into the body cavity. Animals were euthanized after six weeks. After death, kidneys were fixed overnight with 4% PFA and bone formation was detected by μCT. Samples were subjected to infiltration, embedding and sectioning. Von Kossa staining was performed to detect the mineralized bones.

### Cell culture

For in vitro osteoclastogenesis, primary bone marrow cells were cultured with M-CSF (R&D Systems) for two days. These cells were further cultured for three or five days with RANKL (Wako) in the presence of M-CSF, as previously reported^41^. The culture medium was changed every second day in all of the experiments. Osteoclastogenesis was evaluated by counting TRAP-positive multinucleated (more than three nuclei) cells and the bone resorbing activity was confirmed by analyzing the resorption area after staining the bone slices with 0.5% toluidine blue. For the colony-forming efficiency assay, primary PSCs were sorted and plated on 12-well pates at a concentration of 500 cells/well in culture medium (DMEM with 10% FBS) in the presence or absence of 200 ng/ml recombinant mouse periostin (2955-F2-050, R&D) for 14 days. Cells were cultured on the FALCON^®^ tissue culture plate (tissue culture treated by vacuum gas plasma) at a constant ambient temperature of 37 degree Celsius and 5.0% CO_2_. We used α−MEM (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) and DMEM (1.0 g/l Glucose with L-Gln and Sodium Pyruvate liquid, Nacalai Tesque) for culture of osteoclasts and PSCs, respectively.

### Statistical analyses

Data were analyzed on GraphPad Prism software version 6.0 g. Statistical tests, n values, replicate experiments, and *P* values are all located in the figures and/or legends. All data are presented as the mean ± S.D. *P* values were calculated using Student’s *t*-test and analysis of variance (ANOVA) with Dunnett’s or Tukey’s multiple-comparison test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data that support the plots within this paper and other findings of this study are available from the corresponding author upon reasonable request. The RNAseq data produced in this study were deposited to the public data base GSE146872. We also used the bulk-RNA seq data for periosteal progenitors GSE106235 and the mouse transcriptome index mus musculus GRCm38.96 [https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/]. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Periosteal stem cells control growth plate stem cells during postnatal skeletal growth
**Source:** Nat Commun. 2022 Jul 18;13:4166. doi: 10.1038/s41467-022-31592-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Periosteal stem cells control growth plate stem cells during postnatal skeletal growth

Tsukasaki et al.

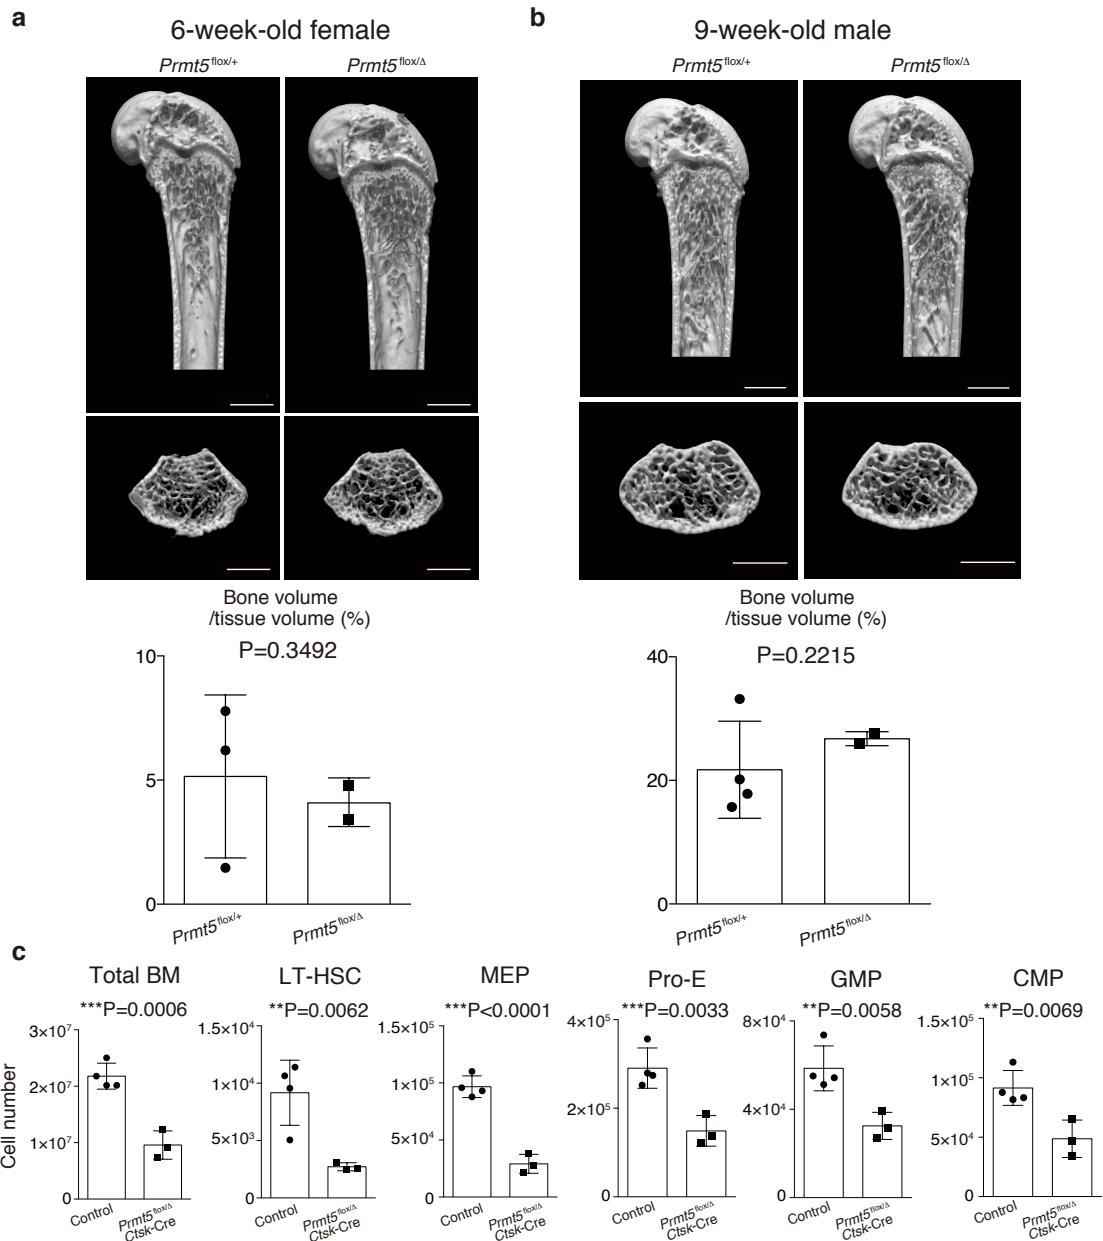

Supplementary Figure 1. Normal bone phenotypes in *Prmt5*^{flox/Δ} mice and the decreased bone marrow cellularity in aged *Prmt5*^{flox/Δ} *Ctsk-Cre* mice. **a, Representative μ CT images (upper panels) of more than two independent experiments and parameters of μ CT analysis (lower panel) of the femur in 6-week-old female *Prmt5*^{flox/+} and *Prmt5*^{flox/Δ} mice (n=3 and 2 mice per group). Scale bars, 1 mm. *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **b**, Representative μ CT images more than two independent experiments (upper panels) and parameters of μ CT analysis (lower panel) of the femur in 9-week-old male *Prmt5*^{flox/+} and *Prmt5*^{flox/Δ} mice (n=4 and 2 mice per group). Scale bars, 1 mm. *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **c**, Total haematopoietic cell counts and the numbers of LT-HSC (long**

term-haematopoietic stem cell), MEP (megakaryocytic erythroid progenitors), Pro-E (pro-erythroblasts), GMP (granulocyte-macrophage progenitors) and CMP (common myeloid progenitor) per femur in male control and *Prmt5*^{fl^{ox}/Δ} *Ctsk*-Cre mice at 40-50 weeks of age (n=4 and 3 mice per group). *P* values were calculated using one-sided Student's *t*-test. Data are presented as the mean ± S.D. Source data are provided as a Source Data file.

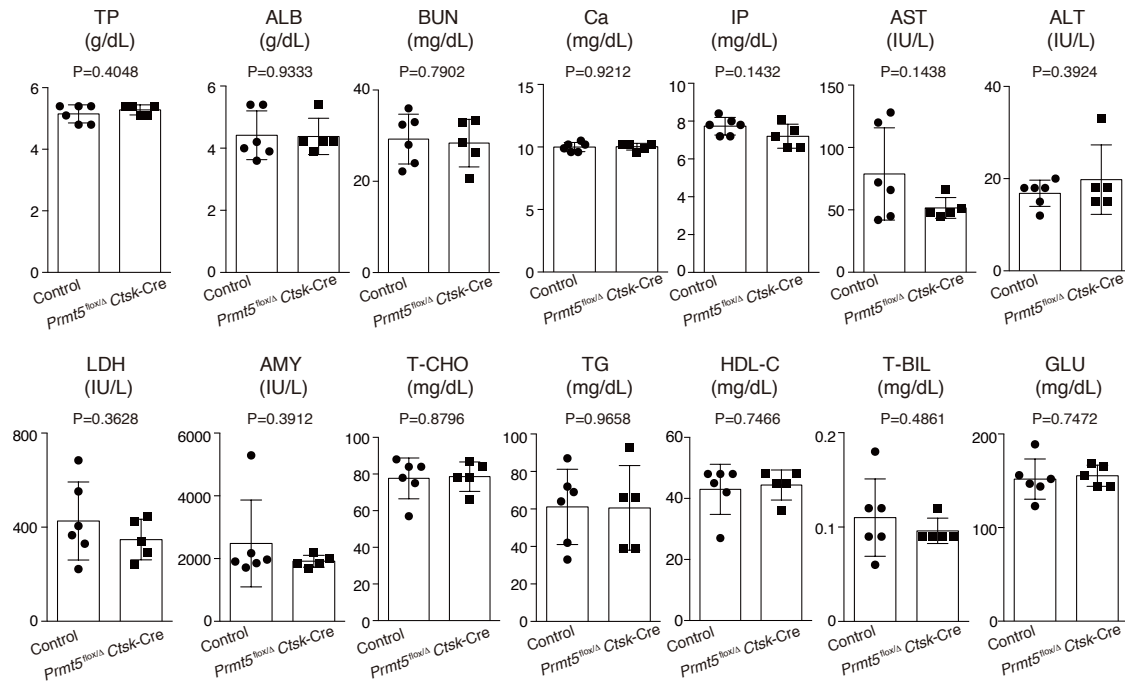

Supplementary Figure 2. The results of blood-screening in control and *Prmt5*^{flox/Δ} *Ctsk-Cre* mice. The serum concentration of the total protein (TP), albumin (ALB), blood urea nitrogen (BUN), calcium (Ca), inorganic phosphate (IP), aspartate aminotransferase (AST), alanine aminotransferase (ALT), lactate dehydrogenase (LDH), amylase (AMY), total cholesterol (T-CHO), triglyceride (TG), high-density lipoprotein cholesterol (HDL-C), total bilirubin (T-BIL) and glucose (GLU) in male control and *Prmt5*^{flox/Δ} *Ctsk-Cre* mice at 11 weeks of age (n=6 and 5 mice per group). *Prmt5*^{flox/+}, *Prmt5*^{flox/Δ}, and *Prmt5*^{flox/+} *Ctsk-Cre* mice were grouped together and used as controls. The nutritional status, the function of kidney, liver, pancreas and heart, and metabolism of fat and sugar are not altered in *Prmt5*^{flox/Δ} *Ctsk-Cre* mice, indicating that the skeletal phenotypes of *Prmt5*^{flox/Δ} *Ctsk-Cre* mice are not attributed to a failure to thrive caused by ectopic expression of *Ctsk-Cre* in other organs. *P* values were calculated using one-sided Student's *t*-test. Data are presented as the mean ± S.D. Source data are provided as a Source Data file.

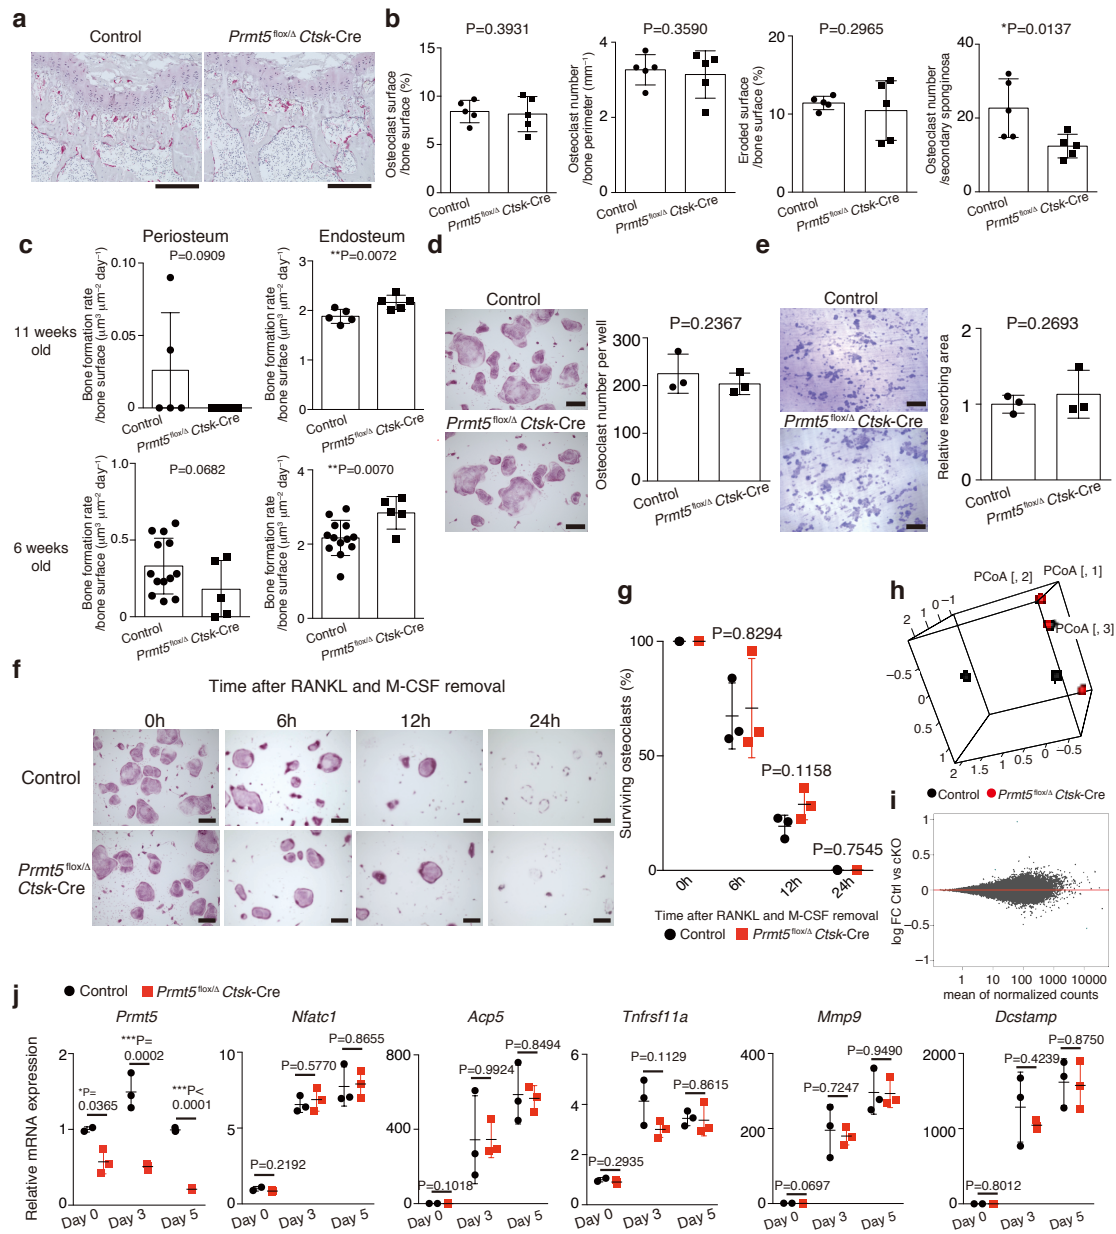

Supplementary Figure 3. *Prmt5*-deficiency does not affect osteoclasts. **a**, TRAP staining of the proximal tibiae of 11-week-old female littermates. Representative pictures of more than three independent experiments are shown. Scale bars, 200μm. **b**, Osteoclastic parameters measured by bone morphometric analysis in 11-week-old female littermates (n=5 mice per group). The total osteoclast number in the secondary spongiosa decreased in *Prmt5*^{flox/Δ} *Ctsk*-Cre mice due to a low bone mass and a reduced haematopoietic progenitor cells, but the osteoclastic parameters normalized by bone surface and bone perimeter indicated that osteoclast differentiation was not altered in these animals. *P* values were calculated using one-sided Student's *t*-test. Data are presented as the mean ± S.D. **c**, Bone formation rate per bone surface in the periosteum and endosteum in 11-week-old (n=5 mice per group) and 6-week-old (n=13 and 5 mice

per group) littermates. *P* values were calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **d**, *In vitro* osteoclast differentiation (n=3 mice per group). Scale bars, 200 μ m. *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **e**, *In vitro* osteoclastic bone resorption (n=3 mice per group). Scale bars, 200 μ m. *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **f**, *In vitro* osteoclast survival after RANKL and M-CSF removal (n=3 mice per group). Scale bars, 200 μ m. **g**, Quantification of the osteoclast survival shown in **f**. *P* values were calculated using Student's *t*-test. Data are presented as the mean $\pm$ S.D. **h**, Principal coordinate analysis (PCoA) performed on osteoclasts derived from control or *Prmt5*^{flox/ Δ} *Ctsk*-Cre mice. **i**, MA plot of the genes that were significantly differentially expressed in osteoclasts derived from control or *Prmt5*^{flox/ Δ} *Ctsk*-Cre mice (light blue dots). **j**, The mRNA expression levels of *Prmt5* and osteoclast marker genes in control and *Prmt5*^{flox/ Δ} *Ctsk*-Cre cells on Day 0 (before RANKL stimulation), Day 3 (3 days after RANKL stimulation) and Day 5 (5 days after RANKL stimulation) in the osteoclast culture system (Day 0: n=2 and 3, Day 3: n=3, Day 5: n=3 mice per group). *P* values were calculated using Student's *t*-test. Data are presented as the mean $\pm$ S.D. Source data are provided as a Source Data file.

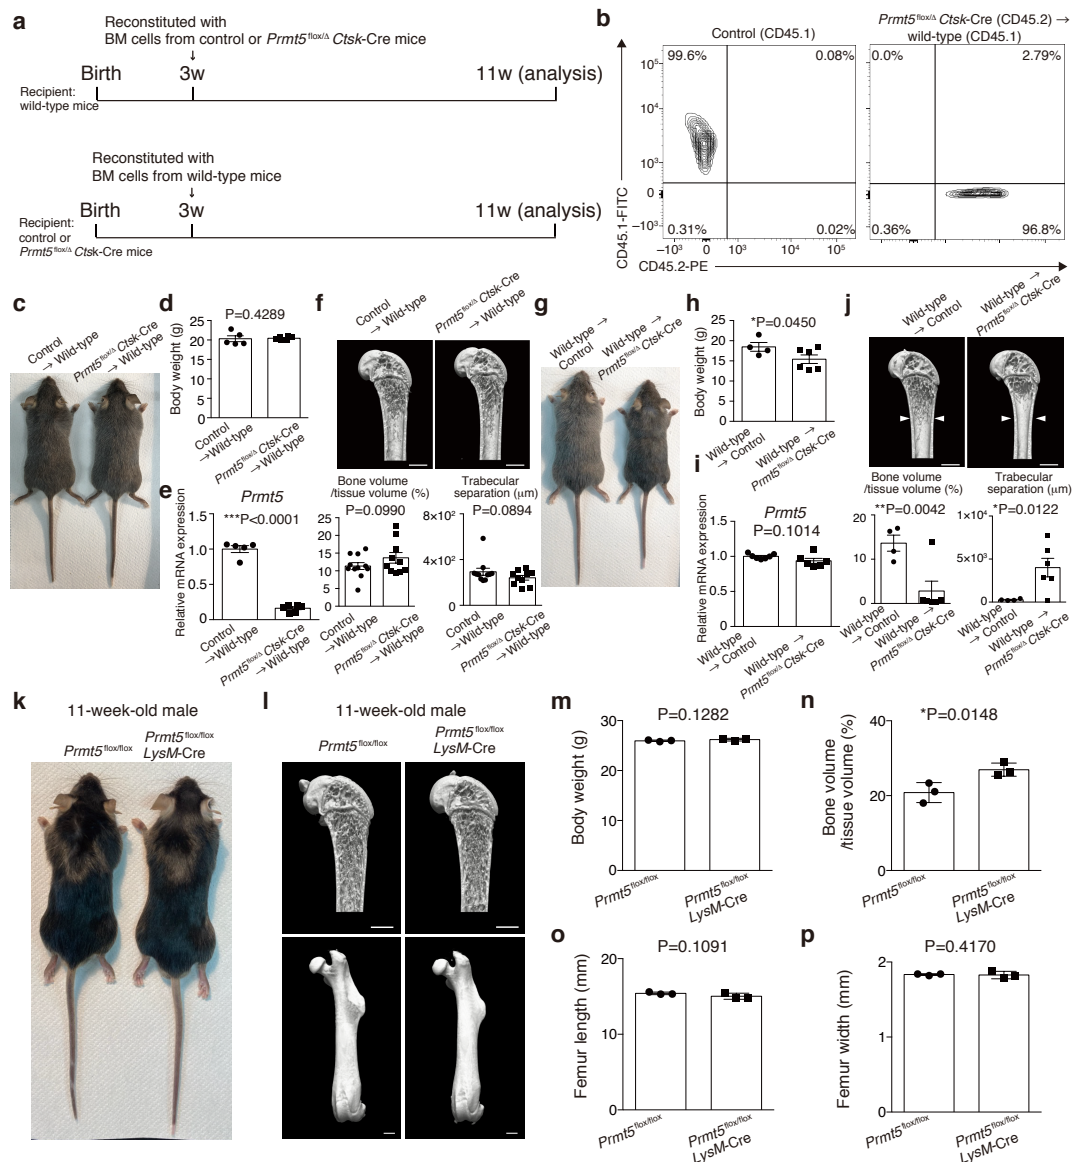

Supplementary Figure 4. Osteoclasts are not responsible for the *Prmt5*^{flox/Δ} *Ctsk-Cre* mouse phenotypes. **a**, Experimental settings for **b-j**. **b**, Representative FACS plot of more than three independent experiments. **c**, Images of the bone marrow chimeric mice. **d**, Body weight of the chimeric mice (n=5 and 6 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean ± S.D. **e**, *Prmt5* expression levels in osteoclasts (n=5 and 6 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean ± S.D. **f**, Representative μ CT images and parameters of the femur in the bone marrow chimeric mice (n=10 and 11 mice per group). Scale bars, 1mm. *P* values were calculated using one-sided Student's *t*-test. Data are presented as the mean ± S.D. **g**, Images of the bone marrow chimeric mice. **h**, Body weight of the chimeric mice (n=4 and 6 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean ± S.D. **i**, *Prmt5* expression levels in osteoclasts (n=6 and 7 mice per group) *P*

value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **j**, Representative μ CT images and parameters of the femur in the bone marrow chimeric mice (n=4 and 6 mice per group). White arrow heads: bone width in the control mice. Scale bars, 1mm. *P* values were calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **k**, Images of 11-week-old male littermates. **l**, Representative femur images analyzed in **n-p**. Scale bars, 1mm. **m**, Body weight of 11-week-old male littermates (n=3 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **n**, Bone volume/tissue volume in femur of the littermates (n=3 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **o**, Femur length of the littermates (n=3 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **p**, Femur width of the littermates (n=3 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. Source data are provided as a Source Data file.

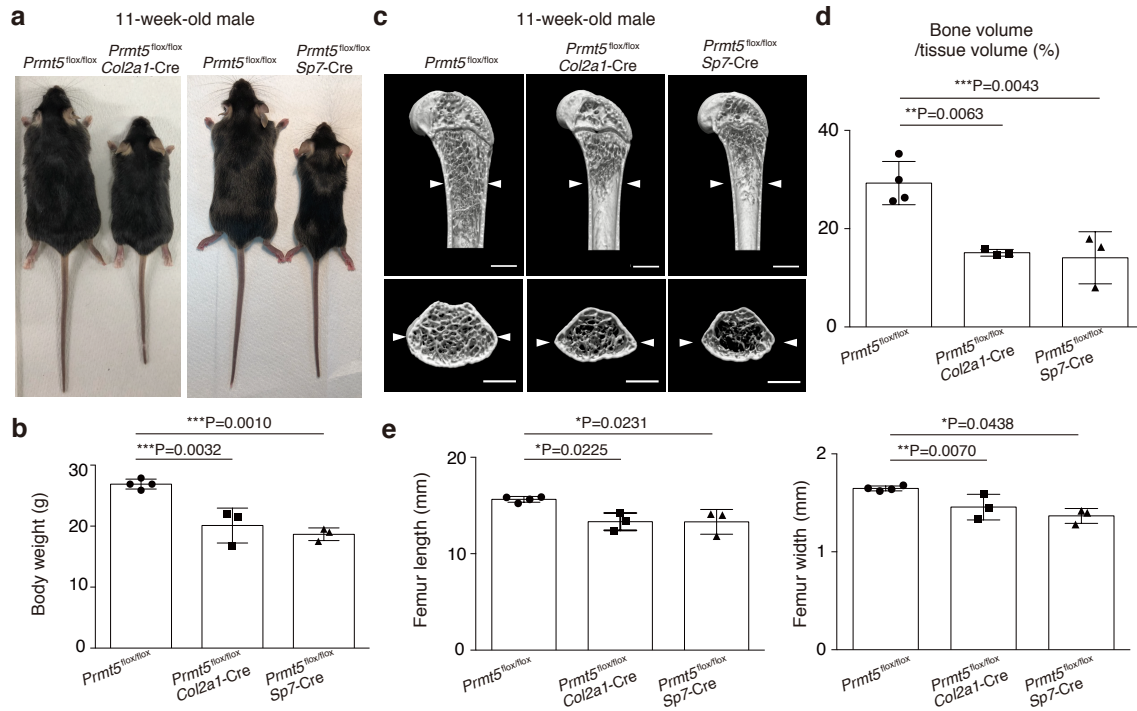

Supplementary Figure 5. Deletion of *Prmt5* in skeletal progenitors recapitulates skeletal phenotypes of *Prmt5*^{flox/Δ} *Ctsk-Cre* mice. **a**, Macroscopic image of 11-week-old male *Prmt5*^{flox/flox}, *Prmt5*^{flox/flox} *Sp7-Cre* and *Prmt5*^{flox/flox} *Col2a1-Cre* mice. **b**, Body weight of 11-week-old male *Prmt5*^{flox/flox} (n=4 mice per group), *Prmt5*^{flox/flox} *Sp7-Cre* (n=3 mice per group) and *Prmt5*^{flox/flox} *Col2a1-Cre* (n=3 mice per group) mice. *P* values were calculated using ANOVA with Dunnett's multiple-comparison test. Data are presented as the mean $\pm$ S.D. **c**, Representative μ CT images of the femur from 11-week-old male *Prmt5*^{flox/flox}, *Prmt5*^{flox/flox} *Sp7-Cre* and *Prmt5*^{flox/flox} *Col2a1-Cre* mice. The white arrow heads indicate bone width in the control mice. Scale bars, 1mm. **d**, Bone volume per tissue volume in femur of 11-week-old male *Prmt5*^{flox/flox} (n=4 mice per group), *Prmt5*^{flox/flox} *Sp7-Cre* (n=3 mice per group) and *Prmt5*^{flox/flox} *Col2a1-Cre* (n=3 mice per group) mice. *P* values were calculated using ANOVA with Dunnett's multiple-comparison test. Data are presented as the mean $\pm$ S.D. **e**, Femur length and femur width of 11-week-old male *Prmt5*^{flox/flox} (n=4 mice per group), *Prmt5*^{flox/flox} *Sp7-Cre* (n=3 mice per group) and *Prmt5*^{flox/flox} *Col2a1-Cre* (n=3 mice per group) mice. *P* values were calculated using ANOVA with Dunnett's multiple-comparison test. Data are presented as the mean $\pm$ S.D. Source data are provided as a Source Data file.

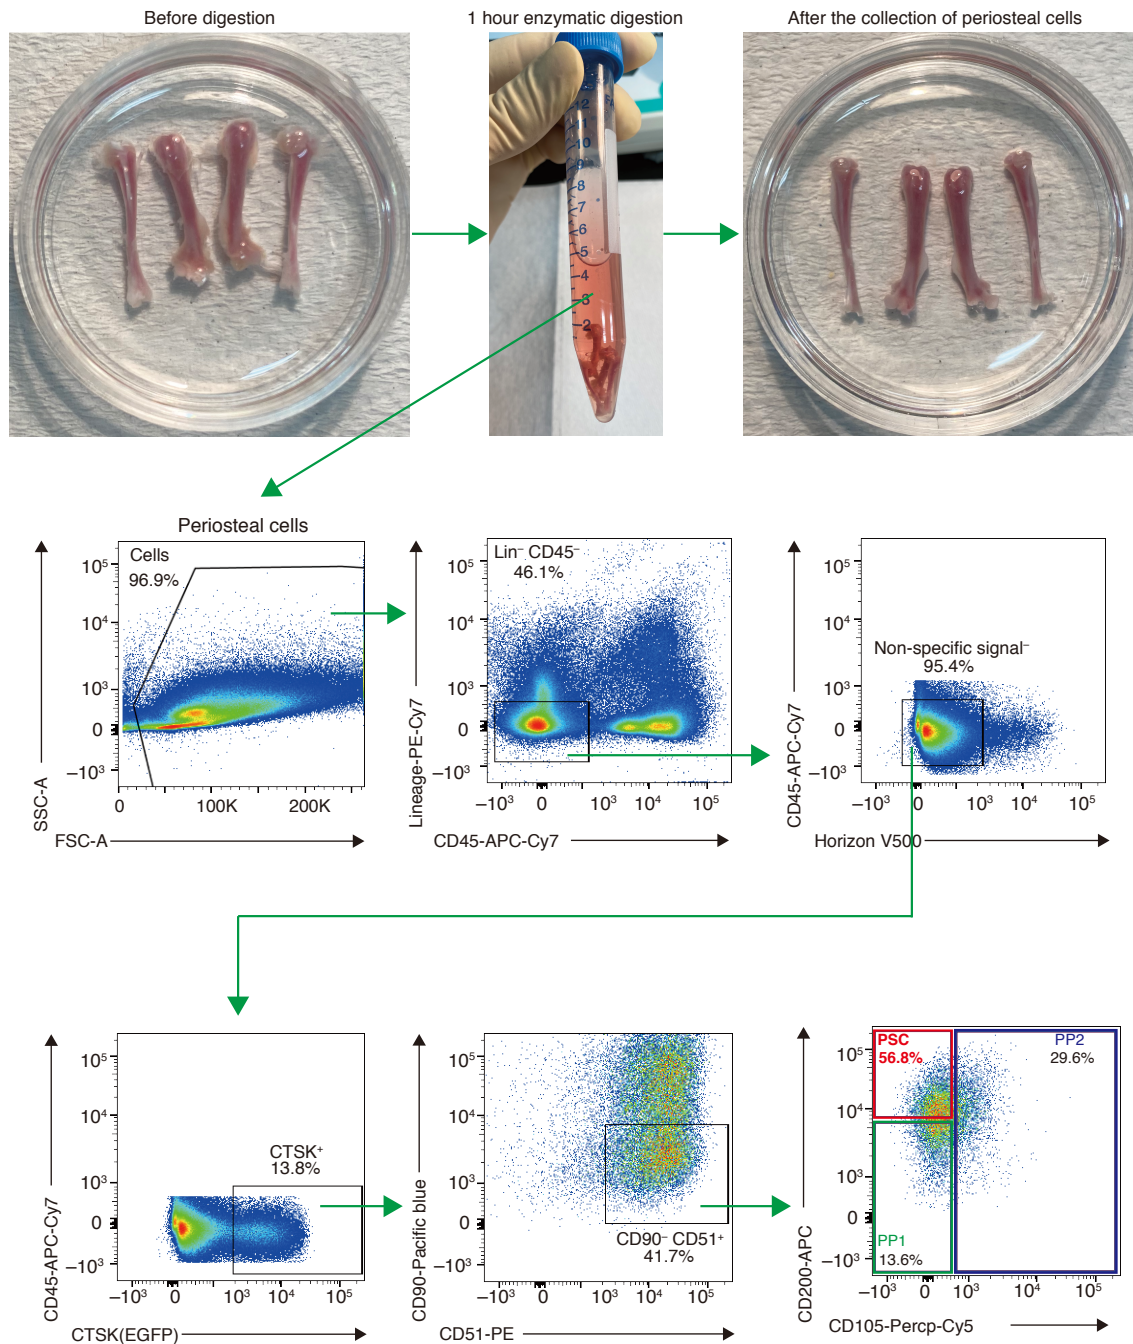

Supplementary Figure 6. The method for periosteal cell correction and FACS gating strategy for PSC analysis. Long bones without muscles (upper left panel) from *Prmt5^{flox/+} Ctsk-Cre CAG-CAT-EGFP* mice were subjected to enzymatic digestion for 1 hour at 37 °C with agitation. After the removal of the long bones without periosteum (upper right panel), the tubes were centrifuged to harvest periosteal cells. The periosteal cells were subjected to FACS using the gating strategy shown in this figure.

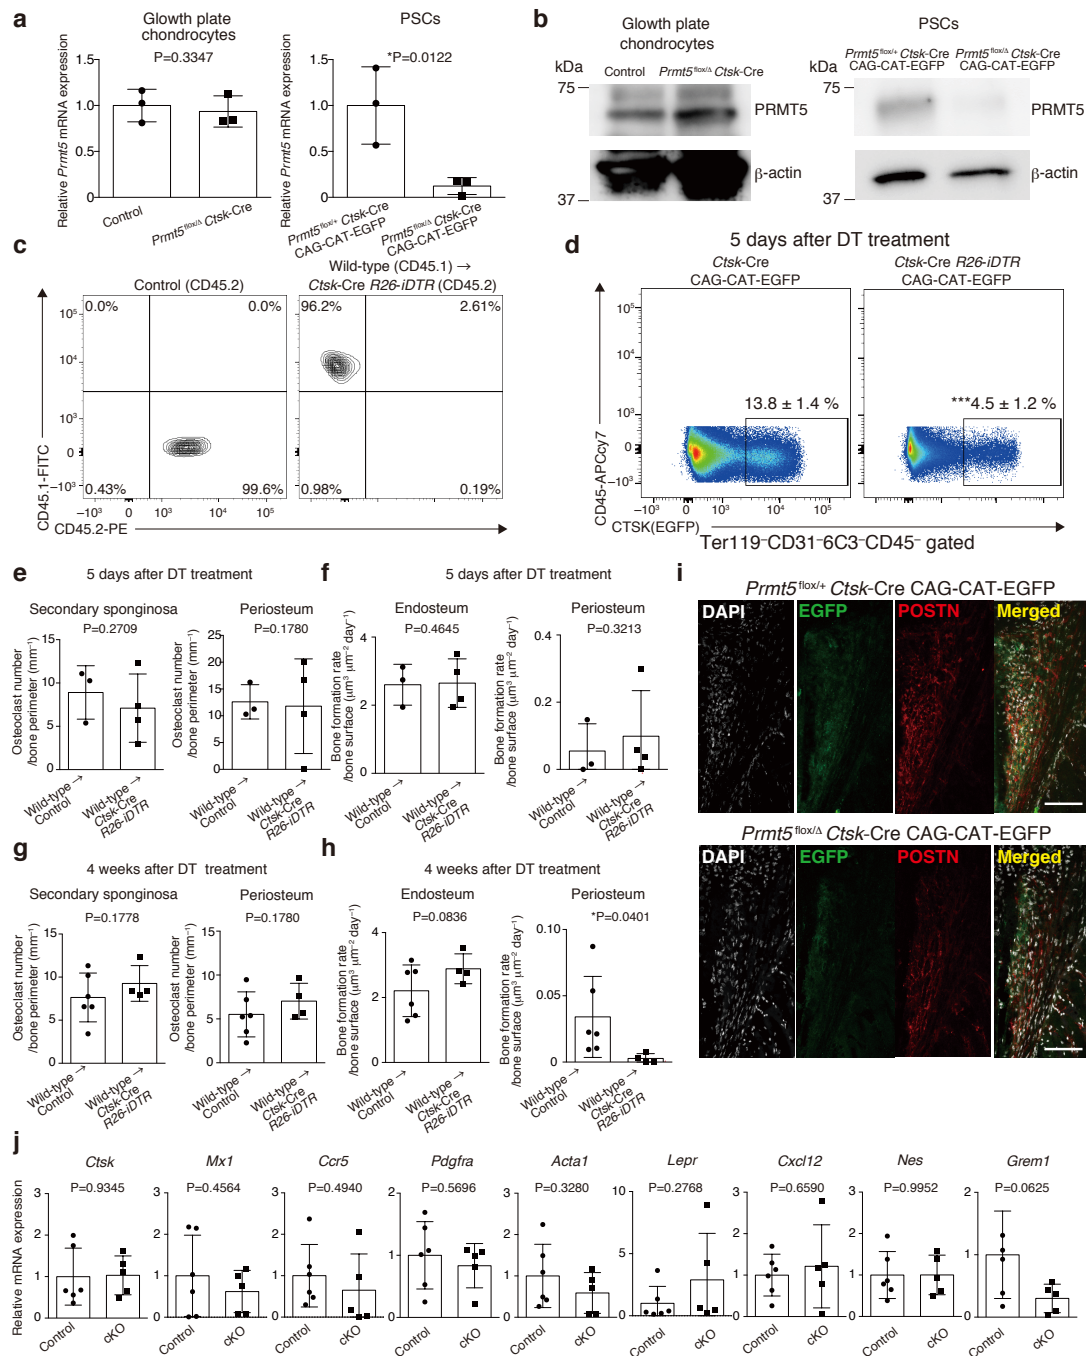

Supplementary Figure 7. The specific deletion of *Prmt5* in PSCs and the consecutive effects of PSC deletion on bone metabolism. **a**, The expression levels of *Prmt5* mRNA in growth plate chondrocytes and PSCs (n=3 mice per group). *P* values were calculated using Student's *t*-test. Data are presented as the mean ± S.D. **b**, The expression levels of PRMT5 protein in growth plate chondrocytes and PSCs. Representative pictures of two independent experiments are shown. **c**, FACS plot showing the engraftment rates in the bone marrow transfer system. Representative data of more than three independent experiments are shown. **d**, FACS plot showing the

deletion efficiency of CTSK-expressing periosteal osteogenic progenitors 5 days after the diphtheria toxin (DT) treatment (n=3 mice per group). $P=0.0005$. P value was calculated using Student's t -test. **e**, Osteoclast number/bone perimeter in secondary spongiosa and periosteum 5 days after the bone marrow transfer and diphtheria toxin treatment (n=3 and 4 mice per group). P values were calculated using one-sided Student's t -test. Data are presented as the mean $\pm$ S.D. **f**, Bone formation rate per bone surface in the periosteum and endosteum 5 days after the bone marrow transfer and diphtheria toxin treatment (n=3 and 4 mice per group). P values were calculated using one-sided Student's t -test. Data are presented as the mean $\pm$ S.D. **g**, Osteoclast number/bone perimeter in secondary spongiosa and periosteum 4 weeks after the bone marrow transfer and diphtheria toxin treatment (n=6 and 4 mice per group). P values were calculated using one-sided Student's t -test. Data are presented as the mean $\pm$ S.D. **h**, Bone formation rate/bone surface in the periosteum and endosteum 4 weeks after the bone marrow transfer and diphtheria toxin treatment (n=6 and 4 mice per group). P values were calculated using one-sided Student's t -test. Data are presented as the mean $\pm$ S.D. **i**, Non-merged images of Fig3f. Scale bars, 100 μ m. **j**, The mRNA expression levels of markers of periosteal osteogenic progenitors and skeletal stem cells in PSCs derived from Control ($Prmt5^{\text{flox/+}}$ $Ctsk$ -Cre CAG-CAT-EGFP) (n=6 mice per group) and cKO ($Prmt5^{\text{flox}/\Delta}$ $Ctsk$ -Cre CAG-CAT-EGFP) mice (n=5 mice per group). P values were calculated using two-sided Student's t -test. Data are presented as the mean $\pm$ S.D. Source data are provided as a Source Data file.

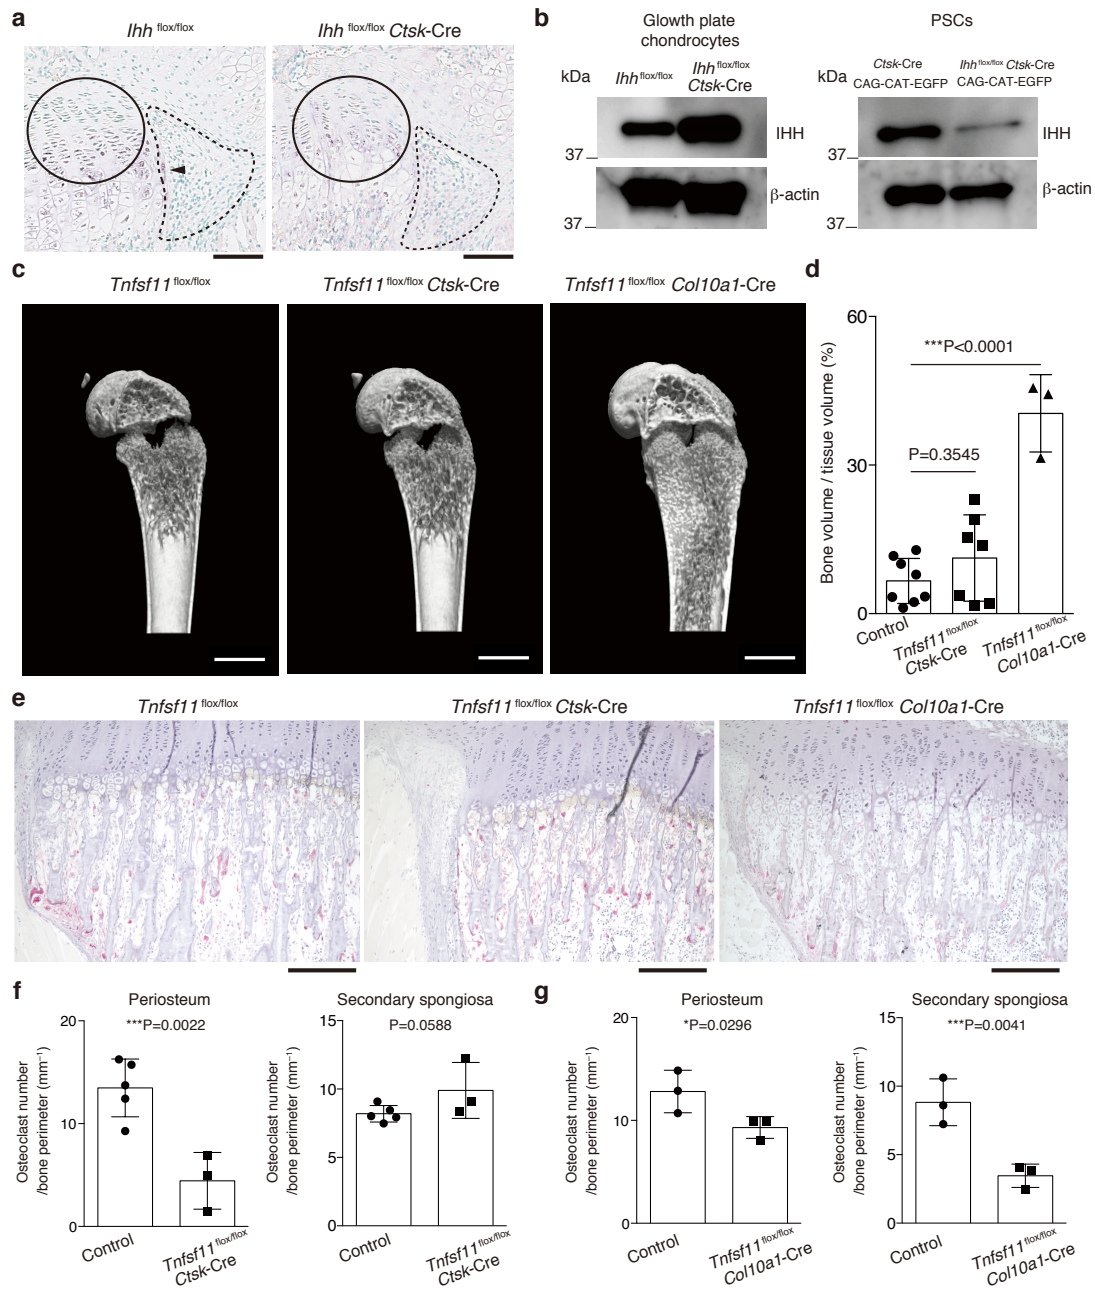

Supplementary Figure 8. Cre recombination does not occur in hypertrophic chondrocytes in the *Ctsk-Cre* system. **a**, *In situ* hybridization of *Ihh* mRNA in the growth plate and the adjacent periosteal region in 4-week-old male *Ihh*^{flx/flx} and *Ihh*^{flx/flx} *Ctsk-Cre* mice. Black dot lines indicate the periosteal region adjacent to the growth plate. The black arrowhead indicates *Ihh* mRNA expressing cell in the periosteal region. The *Ihh* mRNA expression decreased in the periosteal region, but not in the growth plate in *Ihh*^{flx/flx} *Ctsk-Cre* mice. Scale bars, 100μm. Representative images of more than three independent experiments are shown. **b**, The expression levels of IHH protein in growth plate chondrocytes and PSCs derived from control and *Ihh*^{flx/flx} *Ctsk-Cre* mice. Representative pictures of two independent experiments are shown. **c**,

Representative μ CT images of the femur from 3-week-old female *Tnfsf11*^{flox/flox}, *Tnfsf11*^{flox/flox} *Ctsk*-Cre and *Tnfsf11*^{flox/flox} *Col10a1*-Cre mice. Representative pictures of more than three independent experiments are shown. Scale bars, 1mm. **d**, Bone volume per tissue volume in femur of 3-week-old female control (*Tnfsf11*^{flox/flox} and *Tnfsf11*^{flox/+}, n=8 mice per group) *Tnfsf11*^{flox/flox} *Ctsk*-Cre (n=7 mice per group) and *Tnfsf11*^{flox/flox} *Col10a1*-Cre (n=3 mice per group) mice. *P* values were calculated using ANOVA with Dunnett's multiple-comparison test. Data are presented as the mean $\pm$ S.D. **e**, TRAP staining of the proximal tibiae of 3-week-old female *Tnfsf11*^{flox/flox}, *Tnfsf11*^{flox/flox} *Ctsk*-Cre and *Tnfsf11*^{flox/flox} *Col10a1*-Cre mice. Representative pictures of more than three independent experiments are shown. Scale bars, 200 μ m. **f**, The osteoclast number per bone perimeter in secondary spongiosa and periosteum measured by bone morphometric analysis in 3-week-old female control (n=5 mice per group) and *Tnfsf11*^{flox/flox} *Ctsk*-Cre (n=3 mice per group) mice. *P* values were calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **g**, The osteoclast number per bone perimeter in secondary spongiosa and periosteum measured by bone morphometric analysis in 3-week-old male control and *Tnfsf11*^{flox/flox} *Col10a1*-Cre mice (n=3 mice per group). *P* values were calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. Source data are provided as a Source Data file.

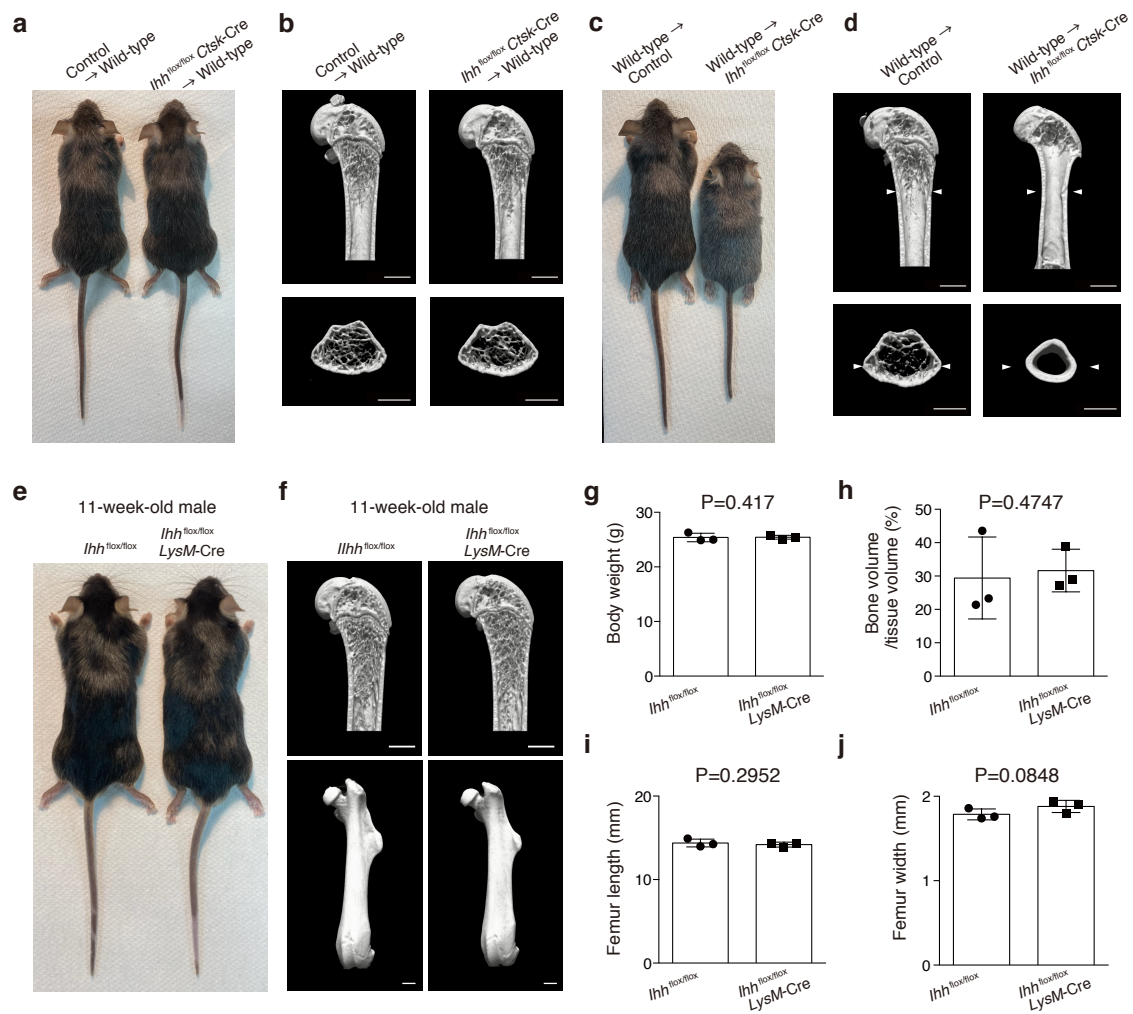

Supplementary Figure 9. Non- haematopoietic cells are responsible for the skeletal phenotype in *Ihh*^{flox/flox} *Ctsk*-Cre mice. **a**, Macroscopic image of wild-type mice transferred with control (*Ihh*^{flox/flox}) or *Ihh*^{flox/flox} *Ctsk*-Cre bone marrow cells. 3-week-old recipient mice were sub-lethally irradiated and administered an injection of bone marrow cells, and analyzed 8 weeks later as same as other bone marrow transfer experiments performed in this study. Representative data of more than two independent experiments is shown. **b**, Representative μ CT images of the femur in the bone marrow chimeric mice shown in **a**. Representative data of more than two independent experiments is shown. Scale bars, 1mm. **c**, Macroscopic image of control (*Ihh*^{flox/+} *Ctsk*-Cre) or *Ihh*^{flox/flox} *Ctsk*-Cre mice transferred with wild-type bone marrow cells. Representative data of more than two independent experiments is shown. **d**, Representative μ CT images of the femur in control (*Ihh*^{flox/+} *Ctsk*-Cre) or *Ihh*^{flox/flox} *Ctsk*-Cre mice transferred with wild-type bone marrow cells. The white arrow heads indicate bone width in the control mice. Representative data of more than two independent experiments is shown. Scale bars, 1mm. **e**, Macroscopic image of 11-week-old male *Ihh*^{flox/flox} and *Ihh*^{flox/flox} *LysM*-Cre mice. **f**, Representative μ CT

images of the femur from 11-week-old male $Ihh^{flox/flox}$ and $Ihh^{flox/flox}$ *LysM*-Cre mice. Representative pictures of more than three independent experiments are shown. Scale bars, 1mm. **g**, Body weight of 11-week-old male $Ihh^{flox/flox}$ and $Ihh^{flox/flox}$ *LysM*-Cre mice (n=3 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **h**, Bone volume per tissue volume in femur of 11-week-old male $Ihh^{flox/flox}$ and $Ihh^{flox/flox}$ *LysM*-Cre mice (n=3 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **i**, Femur length of 11-week-old male $Ihh^{flox/flox}$ and $Ihh^{flox/flox}$ *LysM*-Cre mice (n=3 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. **j**, Femur width of 11-week-old male $Ihh^{flox/flox}$ and $Ihh^{flox/flox}$ *LysM*-Cre mice (n=3 mice per group). *P* value was calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. Source data are provided as a Source Data file.

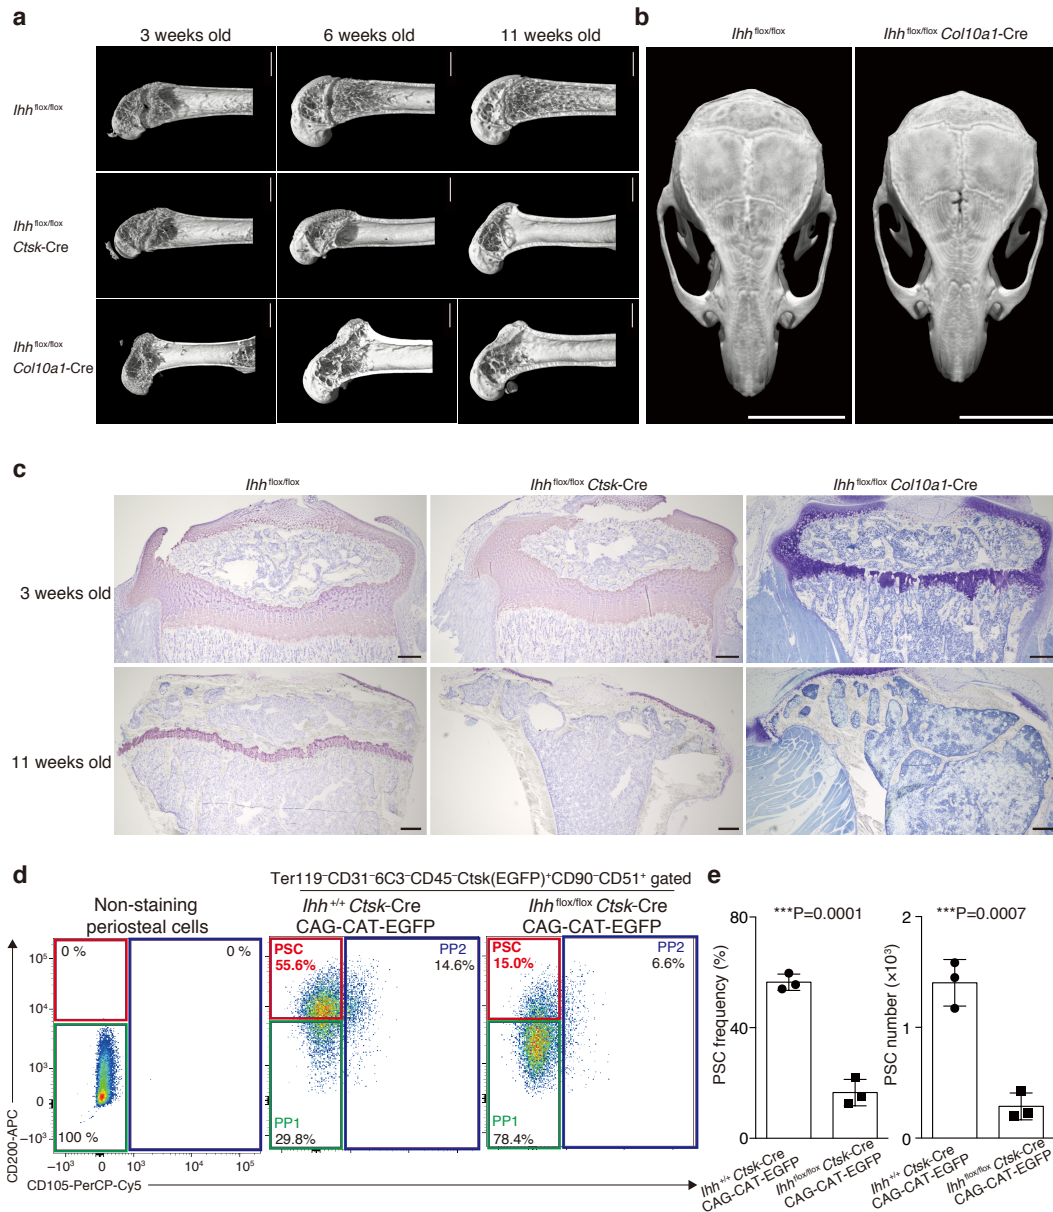

Supplementary Figure 10. A comparative analysis of skeletal phenotypes in *Ihh*^{flox/flox} *Ctsk-Cre* mice and *Ihh*^{flox/flox} *Col10a1-Cre* mice. **a**, Representative μ CT images of the femur in female *Ihh*^{flox/flox}, *Ihh*^{flox/flox} *Ctsk-Cre* and *Ihh*^{flox/flox} *Col10a1-Cre* mice at 3, 6 and 11 weeks of age. Representative data of more than two independent experiments is shown. Scale bars, 1mm. **b**, μ CT analysis of the skull of female littermates at the age of 11 weeks. Representative pictures of more than three independent experiments are shown. Scale bars, 7mm. **c**, Toluidine blue staining of the proximal tibiae of female *Ihh*^{flox/flox}, *Ihh*^{flox/flox} *Ctsk-Cre* and *Ihh*^{flox/flox} *Col10a1-Cre* mice at 3 and 11 weeks of age. Representative data of more than two independent experiments is shown. Scale bars, 200 μ m. **d**, Frequency of periosteal osteogenic

progenitors (PSC, PP1 and PP2) in the long bones of *Ihh*^{+/+} *Ctsk*-Cre CAG-CAT-EGFP and *Ihh*^{flox/flox} *Ctsk*-Cre CAG-CAT-EGFP mice. Non-staining periosteal cells were used to set the gating. Representative data of a triplicate experiment are shown. **e**, The frequency and number of PSC in the long bones of *Ihh*^{+/+} *Ctsk*-Cre CAG-CAT-EGFP and *Ihh*^{flox/flox} *Ctsk*-Cre CAG-CAT-EGFP mice (n=3 mice per group). *P* values were calculated using one-sided Student's *t*-test. Data are presented as the mean $\pm$ S.D. Source data are provided as a Source Data file.

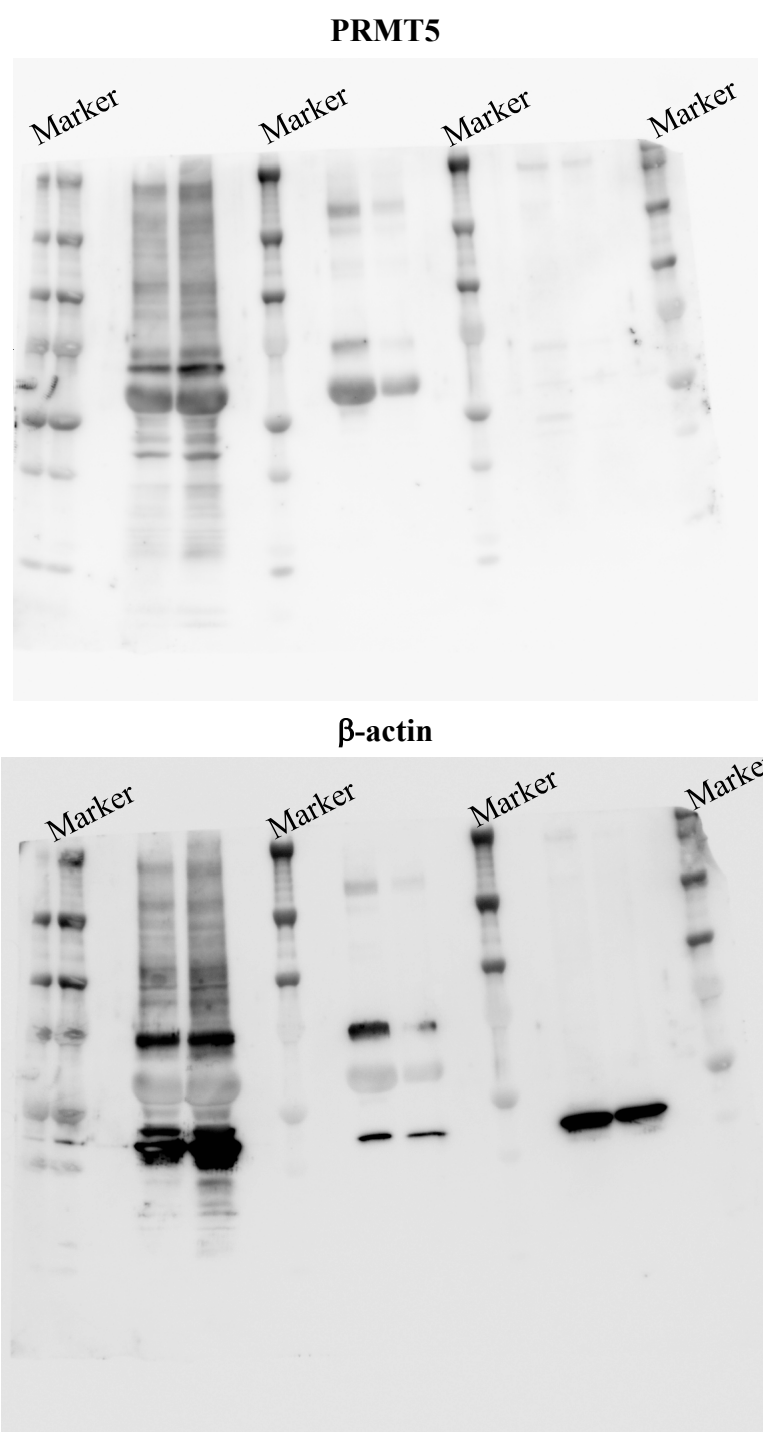

Supplementary Figure 11. Uncropped blots for supplementary figure 7b.

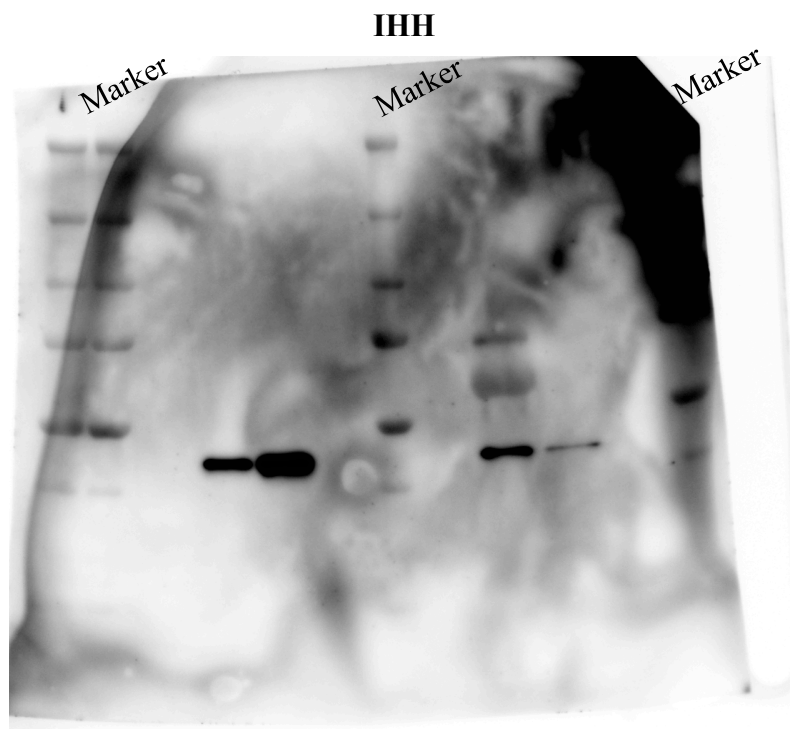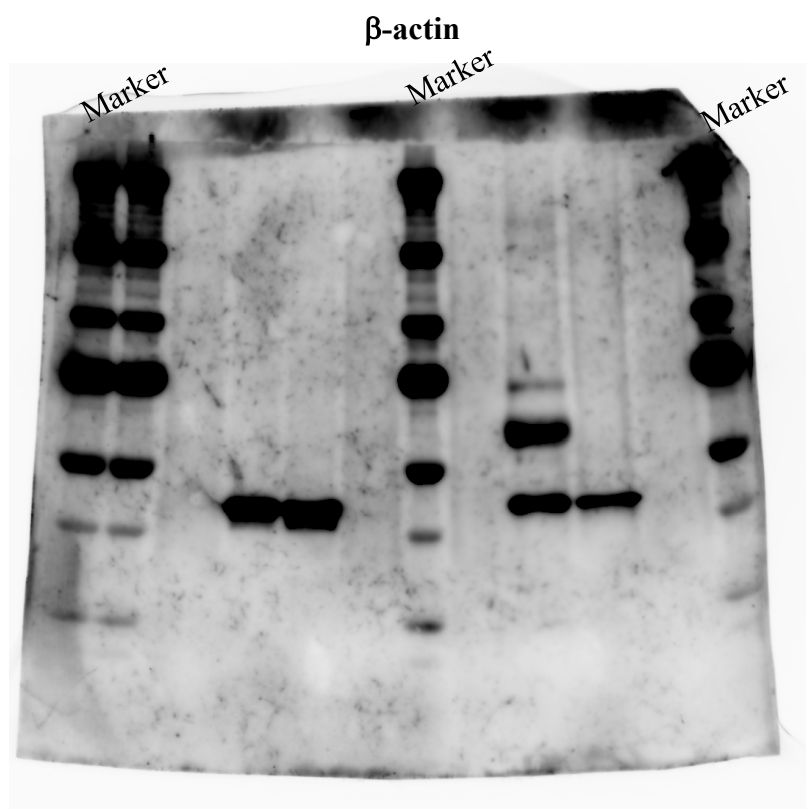

Supplementary Figure 12. Uncropped blots for supplementary figure 8b.

# Supplementary material for: Periosteal stem cells control growth plate stem cells during postnatal skeletal growth
**Source:** Nat Commun. 2022 Jul 18;13:4166. doi: 10.1038/s41467-022-31592-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Diva software v9.0.1 (BD Biosciences), BZ-II Analyzer BZ-H2A v.1.42 (Keyence), Multi Gauge software ver.3.0 (FUJIFILM).

Data analysis

FlowJo V9.9.3 software (TreeStar), Graph Pad Prism V5 and V7 (GraphPad Software), FastQC (v0.1.1.8), TrimGalore (v0.6.4), Kallisto (v0.46.0), DESeq2 (v1.26)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNAseq data produced in this study were deposited to the public data base (GSE146872: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146872>). We also used the bulk-RNA seq data for periosteal progenitors (GSE106235: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106235>) and the mouse transcriptome index (mus musculus GRCm38.96: https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/). Source data are provided with this paper.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample-size calculation was performed. The sample sizes were guided by previous studies using similar bone analyses (Asano et al., Nature Metabolism 1, 868–875, 2019, Hayashi et al., Nature, 485(7396), 69–74, 2012).
Data exclusions	No data were excluded from the analyses.
Replication	Experiments were repeated at least once unless otherwise noted. The number of biological replicates (n) is reported for each experiment. All attempts at replication were successful.
Randomization	The order of bone analyses for different genotypes was randomized. Beyond this, assigning animals to experimental groups is not relevant to this study, as the groups are defined by genotype and no disease models were used. Animals of different sexes were analyzed independently to remove covariate.
Blinding	Blinding was used for bone histomorphometric and micro-CT analyses. Blinding to group allocation during data collection is not relevant to this study because the groups are defined by genotype and no disease models were used.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

- PE anti-mouse CD51 (RMV-7, BioLegend, Cat# 104106, 1:100 dilution for FCM)
- APC anti-mouse CD200 (OX-90, Biolegend, Cat# 123810, 1:100 dilution for FCM)
- PB anti-mouse CD90.2 (53-2.1, Biolegend, Cat# 140306, 1:100 dilution for FCM)
- PerCP-Cy5.5 anti-mouse CD105 (MJ7/18, Biolegend, Cat# 120416, 1:50 dilution for FCM)
- APCcy7 anti-mouse CD45 (30-F11, Biolegend, Cat# 103116, 1:100 dilution for FCM)
- Biotinylated anti-mouse Ter119 (TER-119, Biolegend, Cat# 116204, 1:100 dilution for FCM)
- Biotinylated anti-mouse CD31 (390, Biolegend, Cat# 102404, 1:100 dilution for FCM)
- Biotinylated anti-mouse Ly-51 (6C3, Biolegend, Cat# 108304, 1:100 dilution for FCM)
- PEcy7 streptavidin (B278254, Biolegend, Cat# 405206, 1:100 dilution for FCM)
- FITC anti-mouse CD73 (TY/11.8, Biolegend, Cat# 127220, 1:100 dilution for FCM)
- PE anti-mouse CD49e (MFR5, Biolegend, Cat# 103805, 1:100 dilution for FCM)
- APC anti-mouse Ki67 (16A8, Biolegend, Cat# 652406, 1:100 dilution for FCM)
- PE anti-mouse Flk2 (A2F10, Biolegend, Cat# 135306, 1:100 dilution for FCM)
- APC anti-mouse Sca-1 (D7, Biolegend, Cat# 108112, 1:100 dilution for FCM)
- eFluor 450 anti-mouse CD34 (RAM34, eBioscience, Cat# 48-0341-82, 1:100 dilution for FCM)
- PerCP-Cy5.5 anti-mouse CD150 (mShad150, eBioscience, Cat# 46-1502-82, 1:100 dilution for FCM)
- PE-Cy7 anti-mouse CD48 (HM48-1, Biolegend, Cat# 103424, 1:100 dilution for FCM)

- APCcy7 anti-mouse CD117/c-kit (2B8, Biolegend, Cat# 105826, 1:100 dilution for FCM)
- FITC streptavidin (eBioscience, Cat# 11-4317-87, 1:100 dilution for FCM)
- PE anti-mouse CD16/32 (93, Biolegend, Cat# 101308, 1:100 dilution for FCM)
- PE anti-mouse Ter119 (TER-119, Biolegend, Cat# 116208, 1:100 dilution for FCM)
- FITC anti-mouse CD71 (RI7217, Biolegend, Cat# 113806, 1:100 dilution for FCM)
- Biotinylated anti-mouse CD3e (145-2C11, Biolegend, Cat# 100304, 1:100 dilution for FCM)
- Biotinylated anti-mouse CD4 (RM4-5, Biolegend, Cat# 100508, 1:100 dilution for FCM)
- Biotinylated anti-mouse CD8a (53-6.7, Biolegend, Cat# 100704, 1:100 dilution for FCM)
- Biotinylated anti-mouse CD11b (M1/70, Biolegend, Cat# 101204, 1:100 dilution for FCM)
- Biotinylated anti-mouse CD11c (HL3, BD, Cat# 553800, 1:100 dilution for FCM):
- Biotinylated anti-mouse CD45R/B220 (RA3-6B2, Biolegend, Cat# 103204, 1:100 dilution for FCM)
- Biotinylated anti-mouse Gr-1 (RB6-8C5, Biolegend, Cat# 108404, 1:100 dilution for FCM)
- Biotinylated anti-mouse CD49b (DX5, Biolegend, Cat# 108904, 1:100 dilution for FCM)
- FITC anti-mouse CD45.1 (A20, Biolegend, Cat# 110706, 1:100 dilution for FCM)
- PE anti-mouse CD45.2 (104, Biolegend, Cat# 109808, 1:100 dilution for FCM)
- Anti-mouse periostin (Abcam, Cat# ab14041, 1:100 dilution for immunohistochemistry)
- Anti-GFP (Invitrogen, Cat# A10262, 1:100 dilution for immunohistochemistry)
- Anti- β -actin (Sigma-Aldrich, Cat# A5441, 1:1000 dilution for western blotting)
- Anti-PRMT5 (Santa Cruz, PRMT5-21, Cat# sc-59650, 1:200 dilution for western blotting)
- Anti-IHH (Abcam, Cat# ab52919, 1:200 dilution for western blotting)

Validation

All antibodies used here are commercially available. Antibodies for FACS purchased from BioLegend are quality control tested by immunofluorescent staining with flow cytometric analysis as mentioned in manufacturer's website. Antibodies for FCM purchased from eBioscience were verified by Cell treatment to ensure that the antibody binds to the antigen stated as mentioned in manufacturer's website. Antibody for FACS purchased from BD is validated by routinely testing for flow cytometric analysis as mentioned in manufacturer's website. Antibodies for immunohistochemistry purchased from Abcam and Invitrogen are quality control tested for immunohistochemistry as mentioned in manufacturer's website. Antibodies for western blotting purchased from Sigma-Aldrich, Santa Cruz and Abcam are quality control tested for western blotting as mentioned in manufacturer's website

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

All animals were maintained under specific pathogen-free conditions, and all experiments were performed with the approval of the Institutional Review Board at The University of Tokyo. C57BL/6 mice were purchased from CLEA Japan. KSN/Slc Nude mice (6-8 week-old male) were purchased from SLC Japan. R26-iDTR mice and Ihh flox/flox mice were obtained from the Jackson Laboratory. Prmt5 flox/flox mice (Inoue et al., Nature Immunology 2018), Ctsk-Cre mice (Nakamura et al., Cell 2007) and CAG-CAT-EGFP mice (Kawamoto et al., FEBS Letter 2000) were described previously. The sex and age of mice used are described in figures or figure legends. All animals were maintained at a constant ambient temperature of 22-26 degree Celsius, 40-65% of humidity under a 12 h light/dark cycle with free access to food and drink.

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

All experiments were performed with the approval of the Animal Ethics Committee of The University of Tokyo.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Isolation of periosteal progenitor cells was adapted and modified from a previously described protocol (Debnath et al., Nature 2018). Long bones including periosteum were collected and then digested without mincing in alpha-MEM with collagenase (1mg/ml), Dispase2 (2mg/ml) and DNase1 (1mg/ml) at 37°C for 1h. Cell suspensions were passed through a 100µm cell strainer, washed with HBSS containing 10% FBS and stained with antibodies against Ter119, CD31, 6C3, CD51, CD90.2, CD45, CD105 and CD200.

Instrument

FACS Aria (BD Bioscience)

Software

FACS DIVA software (BD Biosciences) and FlowJo V10.0.7 software (TreeStar)

Cell population abundance

Post-sort purity was not determined

Gating strategy

Periosteal stem cells (CD45-Ter119-CD31-6C3-CD51+CD90.2-CD105-CD200+) were sorted by using previously-defined gating strategies (Chan, C. K., et al., Cell, 2015, Debnath et al., Nature 2018).

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

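RNA-seq of 6 osteoclast cultures after 72 h with RANKL and of 6 samples of FACS-sorted PSCs was re-examined from the processed tables of the study, with 3 libraries labelled control and 3 labelled cKO for each cell type. The methods and the submitters' notes name FastQC 0.1.1.8, Trim Galore 0.6.4 and kallisto 0.46.0 on GRCm38, and DESeq2 for the comparison. For the osteoclasts the authors deposited raw counts per gene with no scaling. The same table holds, as deposited, the p-value and FDR of the authors' EDGE test for each gene, made with tagwise dispersions over all its genes. It also holds a score, the signed fold change of that test, which the authors wrote as a negative fold where the cKO was lower. For the PSCs the authors deposited RPKM, reads scaled to the length of the exons and to the mapped reads of each library, and the ratio of intron reads to all reads of each gene. Control 3 has a separate table, in which the authors also deposited counts of exon, intron and gene reads and exon lengths. RPKM and intron ratios need an alignment to the genome, and the aligner, its settings and the use of strand are not given in the sources used here. Control 3 was matched to its table by its name and by the Postn values of the study's Source Data. No column of values per sample was left unmapped.

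Osteoclast counts were scaled with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, over genes kept by filterByExpr. The plan named a count test for the PSCs too, with limma on log2(value + 1) if the tables held RPKM. Since they do, limma 3.58.1 was used on log2(RPKM + 1) for genes with a mean RPKM of at least 1. All p-values are two-sided and adjusted by Benjamini-Hochberg, with a threshold of 0.05. The plan also compared all 6 PSC libraries in one fit. After the data were seen, the main PSC comparison was narrowed to the 2 controls and 3 cKO libraries of one table. Control 3 stands in a separate table and correlated less with the other 5 libraries (r = 0.842 to 0.860). RPKM is scaled within each library, so scaling did not force this choice. A fit without control 3 was part of the plan. The PSC tests of single genes, of gene lists and of the intron share were also computed over all 6 libraries. The intron reads and the level of the genes whose share rose were not. Fold changes are labelled cKO over labelled control.

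PSC RPKM values move in steps of 1 read, and the steps with the intron ratios gave back whole reads for 95.7% of detected genes and 96.0% of tested genes. Applied to control 3, this gave the deposited exon counts in 100% of 15741 genes. Mapped reads implied by the steps were 11376047 and 10789272 in controls 1 and 2, 13928753, 9933000 and 11625569 in cKO 1 to 3, and 6958265 in control 3. The share of reads in introns over all genes was 8.01% and 8.64%, 10.1%, 9.43% and 9.34%, and 11.8% in the same order. For the intron share the plan named an edgeR interaction of group and read class if the tables held exon and intron reads for each gene. They do so for control 3 only. For single genes, the share was tested instead with limma on log2 odds with an offset of 0.005, a test the plan did not name. It took genes with a mean RPKM of at least 1, a share in every library and intron reads in at least 1 library. The edgeR interaction of group and read class took genes with at least 10 exon and 10 intron reads summed over the libraries. Postn was also tested with exact permutation tests of the library labels.

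Gene lists, 23 in number, were written from general knowledge before the tables were opened, apart from the 25 genes of Fig. 3c, which the study chose on the same samples. They cover the PRMT5 complex and Sm proteins, splicing factors, p53 targets, proliferation, collagen and matrix, periosteal and skeletal stem cell markers, osteoblast, chondrocyte, adipocyte, hedgehog pathway, osteoclast, macrophage, neutrophil, B and T cell, erythroid, endothelial, skeletal muscle, tendon, interferon response, immediate early and heat shock genes, ribosomal protein genes and mitochondrially encoded genes. They were tested with camera of limma at a preset correlation of 0.01, with the estimated correlation as the alternative. Positions and overlaps of genes were taken from GENCODE on GRCm38.

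Genes are named by a rule fixed in advance: Prmt5 and the genes the paper names for each experiment; the 10 largest rises and 10 largest falls among genes that passed with an average log2 value of at least 4 and no overlap between the groups; the 4 members of each list with the smallest unadjusted p; and, for the intron share, the 5 genes that rose and the 5 that fell with the smallest adjusted p. Where fewer passed, all are named. For count data the average was on log2 CPM, and for the PSCs on log2(RPKM + 1). Members that made up small counts of called genes were named after their values were seen.

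The tests were run on simulated data of the same depth and size. DESeq2 1.42.0 on osteoclast counts recovered 68 of 100 genes changed 2-fold and 98 of 100 changed 4-fold, with 5 of 10524 unchanged genes called. The limma test of the intron share recovered 64 of 100 genes whose odds changed 4-fold and 98 of 100 at 8-fold, with 10 of 9622 unchanged genes called, and the edgeR interaction 91 and 99, with 7 of 9563. For this, intron reads were drawn with an assumed dispersion of 0.05 around the real exon reads. The changed genes had at least 100 exon reads on average, so these rates do not cover genes with fewer. Camera called none of 100 unchanged lists at an unadjusted p under 0.05, and 20 of 20 lists shifted by 0.5. These genes were simulated independently of each other, so the result does not cover lists whose members move together. Among the called lists, the estimated correlation ran from 0.016 (splicing factors) to 0.94 (erythroid genes) in PSCs. In osteoclasts it was 0.50 for osteoclast genes and 0.46 for proliferation genes.

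The alternatives were DESeq2's size factors, DESeq2 itself, other filters on low values, a pseudocount of 0.1, the replicate number as a block and leaving out each library in turn. Alternatives added after the data were seen were DESeq2's size factors on RPKM, edgeR and DESeq2 on recovered reads, an offset of 0.001, and lists over 6 libraries and with the block. Running the planned edgeR interaction of group and read class on recovered reads was also decided after the data were seen. The effect of cell type on the response to cKO was not tested, since the PSC and osteoclast tables hold different units. Intron reads are not in the osteoclast table. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.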

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

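The tests of the Prmt5 labels, of reads scaled by class and of other splits were chosen after the results were seen; the tests of exon reads, gene models and read number were set before their results were seen. Several signals higher in the libraries labelled cKO lie in genes that the paper does not report on as groups. In PSCs these were 19 of 40 splicing factors, 5 of 23 p53 targets, 3 of 28 proliferation genes and 4 of 6 erythroid genes, and 43 genes other than Postn with a higher intron share. In osteoclasts they were Hist1h2al, with a log2 fold change of 2.48, and Ighg2b, with 4.28. Of all 11045 genes tested in PSCs, 934 were called higher. The 3 proliferation genes did not pass with DESeq2's size factors. Control 3 was high in the 4 erythroid genes too. Over all 6 libraries camera did not call the p53 and erythroid lists (adjusted p = 0.133 and 0.661).

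Prmt5 was not lower in the PSC libraries labelled cKO, with a log2 fold change of 0.05. Exchanged group labels alone would put Prmt5 higher in the libraries labelled cKO, by a log2 fold change over 0.5, which the value of 0.05 (SE 0.166) does not show; an exchange stays open only together with a gene-level value that hides the deletion, because the deleted part is not named. The paper's other measures run as the labels say: Prmt5 mRNA and protein in PSCs were lower in cKO (Supplementary Fig. 7a, b), as was POSTN protein (Fig. 3f), and Postn was lower in the libraries labelled cKO. Transcripts that lack the deleted part may still be counted in PSCs; in osteoclasts, with the same driver, the gene-level value fell by 1.01 (a log2 fold change of -1.01), which does not decide it for another cell type. The biological reading, that Prmt5 mRNA was not reduced in the sequenced cells, stays open as well.

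The higher intron share in PSC libraries labelled cKO was weighed against 2 technical sources. For more unspliced or genomic sequence that raises every gene alike, 41 of the 48 called genes stayed called with each read class scaled to its own total. These genes were picked on the same libraries for their large changes, so this cannot exclude such a source. It shows only that their change went beyond a shift common to all genes. In the edgeR interaction the same scaling moved the median over all genes from 0.14 to -0.08, and the number of falling genes from 29 to 101. A fall of exon reads alone is argued against, within the one table, by the intron reads of the 44 rising genes. Their median log2 change was 2.47 (quartiles 1.86 to 2.92), against 0.33 over all 9822 genes compared. For Postn, however, control 3 had more intron reads per mapped read than any cKO library. An effect of the cKO on splicing remains a hypothesis, found and tested on the same libraries, and the sex of the mice stays untested. The splits of 2 against 3 libraries are too few for a share under 0.05: the real split called 48 genes and the highest other called 1, which is 1 of 10 splits as large.

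PSC control 3 stood apart from the other 5 libraries. Different gene models are argued against, since over 9151 genes of equal exon length its highest r with another library was 0.885, against 0.945 to 0.981 within the other table. A lower number of reads is argued against too, since libraries thinned to its reads correlated with the others at r = 0.944 or more over 10546 genes. Whether it was prepared separately is not given in the sources used here; the sex of the mouse and the mix of sorted cells, from a sort that excludes Ter119, CD31 and CD45, stay open, and values for both are given under the other observations.

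For the counts of genes called, the splits are again too few for a share under 0.05, with 1 of 10 splits as large in each case. The real split called 1118 genes in one PSC table (highest other 3), 207 over all 6 PSC libraries (highest other 0) and 4 in osteoclasts (highest other 2).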

How the results depend on the processing

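The tests with DESeq2's size factors on RPKM and on recovered reads were chosen after the data were seen. The edgeR interaction was planned for tables with exon and intron reads, and its use on recovered reads was decided after the data were seen. The limma test of the intron share was not in the plan. The 1118 genes of one table became 207 over all 6 libraries, 712 with size factors, 248 with no filter on low values, and 199 (edgeR) and 669 (DESeq2) on reads of 6 libraries. Without 1 library the count was 324 (without control 1) to 605 (without cKO 2). From the 6-library fit it was 0 without cKO 1 (limma; 1246 at an unadjusted p under 0.05), 4 without cKO 2 or cKO 3, 6 without control 2, 46 without control 1 and 1118 without control 3. Postn was lower in every setting. In limma over 6 libraries and without 1 of them, its log2 fold change was -1.58 (without control 1) to -1.28 (without control 3), and 5 of these fits lost the call. On reads of 6 libraries it was -1.59 by edgeR and by DESeq2. The Postn intron share was higher in every setting: log2 odds 1.28 over 6 libraries and 1.94 by the 6-library interaction, both not past the threshold, and 1.42 to 1.62 without 1 library, not past it in any; the difference was 1.45 percentage points over 6 libraries. The count of genes with a changed share was 2 over 6 libraries, 126 with at least 50 reads, 414, 472 (at least 50 reads) and 341 (own totals) by interaction, 12 by interaction over 6 libraries, and 0 (without control 1 or control 2; 1611 and 1584 at an unadjusted p under 0.05 by limma) to 3. In osteoclasts 46 genes passed with no filter, 0 with at least 10 reads (edgeR; 436 at an unadjusted p under 0.05; DESeq2 called 3 over all genes), and 0 (without control 2 or cKO 3; 412 and 383 at an unadjusted p under 0.05) to 9 (without cKO 1). With an estimated correlation 0 lists were called in PSCs and 0 in osteoclasts. Fewer libraries leave fewer degrees of freedom; for the other changes the cause was not tested.

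With the replicate block, 67 PSC genes and 0 osteoclast genes passed (edgeR; 435 at an unadjusted p under 0.05), Prmt5 in osteoclasts had a log2 fold change of -0.97 (adjusted p = 0.119 from edgeR), and Postn had one of -1.24 (adjusted p = 0.0641 from limma). Signs permuted within pairs gave the share difference of 1.45 points an exact p of 0.25, the smallest p this design allows. After the mean of each group was subtracted from each gene, same-number libraries correlated at r = -0.0799 to 0.0677. These values show no pairing by number. With so few libraries per group they cannot exclude it, and the paper's methods describe littermates.

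These directions reversed (log2 fold changes). Prmt5 in PSCs was -0.10 with size factors, -0.10 (edgeR) and -0.11 (DESeq2) on reads, and -0.12 (without control 1) to 0.23 without 1 library. Over reads of 6 libraries by edgeR and DESeq2, Cytl1 was -0.43 and -0.43, Hba-a1 -0.27 and -0.26, Ihh -1.17 and -1.18, and Rps3a2 -1.31 and -1.32; Ihh was -0.17 by limma over 6 libraries. Without 1 library, Ctsk in PSCs was -0.20 to 0.0484 (without control 2), and Tnfrsf11a in osteoclasts -0.0042 (without control 3) to 0.0801. Of the comparisons of named genes with the alternatives, 565 kept direction and side of the threshold in PSCs, 291 lost the call, 6 gained it and 15 reversed; in osteoclasts these were 101, 24, 4 and 1, and for the intron share 44, 45, 0 and 0. Low depth in osteoclast cKO 2 and 3 limits genes with few reads. Not run were unique reads, RPKM for osteoclasts, size factors in edgeR for the PSC tables, intron share in osteoclasts and the test of PSCs against osteoclasts. Exon reads of the PSCs, with TMM scaling in edgeR, were run only as recovered from RPKM, with those deposited for control 3. The deposited tables hold no counts for 5 PSC libraries and no RPKM, intron or unique reads for osteoclasts.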

Differences from the paper's values

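The intron share of Postn in PSCs was 0.601% in libraries labelled control and 2.06% in those labelled cKO over all 6 libraries. The paper's axis in Fig. 3e reads about 6% and about 21%, read by eye, which is 10 times these values, and the paper's Source Data for that panel equal them as fractions. None of the alternatives set before the data were examined, each leaving out 1 library, reached the values on the axis.

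For Prmt5 in PSCs the paper's RT-qPCR in Supplementary Fig. 7a gives a log2 fold change of -3.02, and RNA-seq here gave 0.0530. The difference stays in every alternative set before the data were examined: all 6 libraries (0.26), a pseudocount of 0.1 (0.06), no filter on low values, at least 10 reads, the replicate block (0.01) and without each library (-0.12 to 0.23). In osteoclasts the paper's RT-qPCR in Supplementary Fig. 3j gives -1.55, and RNA-seq here gave -1.01, from -0.85 (without cKO 1) to -1.10 (without cKO 2) over those alternatives, so that difference stays too.

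The paper describes the osteoclast profile as unaffected; here 4 of 10724 genes passed, Prmt5 among them, and Ctsk, which the authors' own deposited table lists with an FDR of 0.0358 and a fold of -1.72, had an adjusted p of 0.234 from edgeR. Of the settings tried, DESeq2, edgeR with no filter on low counts and edgeR without control 3 called Ctsk. The first of these is the tool the paper names. Whether the control mice carried Ctsk-Cre is not given in the paper's legend, so the fall of Ctsk cannot be credited to Prmt5 alone.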

Other observations

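In this part the tests with DESeq2's size factors on RPKM, the lists over all 6 libraries and the test of the level of genes whose intron share rose were chosen after the results were seen. In PSCs labelled cKO, 2 of 15 measured markers of periosteal and skeletal stem cells passed, both higher: Nt5e, which encodes CD73, with a log2 fold change of 0.51 (SE 0.109, adjusted p = 0.0303 from limma), and Gli1, a hedgehog target, with 0.52 (SE 0.133, adjusted p = 0.0490). Neither passed with DESeq2's size factors (adjusted p = 0.115 and 0.167), over all 6 libraries (0.164 and 0.212) or without any 1 of the 5 libraries (limma). Gli1 had 1.84 RPKM in control 3, below all other libraries. Lepr (0.81), Grem1 (0.32), Cxcl12 (-0.72) and Pdgfra (-0.37), also log2 fold changes, did not pass (adjusted p = 0.0766, 0.363, 0.132 and 0.250 from limma). Ihh, the hedgehog ligand of cartilage, had 0.317 and 0.608 RPKM in controls 1 and 2, 0.919, 1.75 and 1.86 RPKM in cKO 1 to 3, and 9.10 RPKM in control 3.

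Ribosomal protein genes held a pair that moved apart. Rps3a1 fell by 0.51 on the log2 scale (adjusted p = 0.0323 from limma), and Rps3a2, annotated as a processed pseudogene of it, had 0.111 and 0.468 RPKM in controls 1 and 2, 9.43, 10.2 and 10.4 RPKM in cKO 1 to 3, and 73.1 RPKM in control 3. Reads of near-identical copies cannot be assigned with certainty. Neither Rps3a1 nor Rps3a2 passed over all 6 libraries (adjusted p = 0.456 and 0.704 from limma). Rps27 had a log2 fold change of 0.51 in one table (adjusted p = 0.0420), 0.35 with DESeq2's size factors (0.131) and 0.28 over all 6 libraries (0.523), with control 3 above every cKO library. Of the 25 genes of Fig. 3c, Rps3a3 was at 0 in all 5 libraries and 8030451A03Rik lay under the filter, so neither was tested.

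The 44 genes whose intron share rose had a median log2 fold change in level of -0.087, against a median of 0.14 for 10000 random lists of like expression, none of which lay as low. Whether their level is lower for that reason could not be told apart from the way the share is made, since fewer exon reads raise it. Of the 44, 8 were called lower and 4 higher.

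Other lists in PSCs were not called by camera. The adjusted p was 0.218 for the PRMT5 complex and Sm proteins (Gemin2 higher, of 18), 0.508 for stem cell markers (median 0.00, mean 0.07, ranked down), 0.515 for chondrocyte (Matn3 and Col9a1 higher, of 16), 0.713 for adipocyte (median 0.58, ranked down), 0.694 for hedgehog, 0.411 for osteoclast (Tcirg1 higher, median -0.01, mean 0.02, ranked down) and 0.798 for macrophage genes (median 0.18, ranked down). It was 0.218 for neutrophil (median 0.06, mean -0.10, ranked down), 0.322 for B and T cell, 0.511 for skeletal muscle, 0.694 for tendon, 0.387 for interferon (Ddx58 higher) and 0.515 for ribosomal protein genes. For immediate early and heat shock genes it was 0.584 (Ier3 higher, Hspa1b and Hspa1a lower, median 0.16, mean -0.06, ranked down). Endothelial genes (0.117; Pecam1 higher) and mitochondrially encoded genes (0.0889; median -0.02, mean 0.01, ranked down) were called with DESeq2's size factors (0.0321 and 0.0306) and over all 6 libraries (0.0281 and 0.0239), but not with an estimated correlation (0.791 for both). Of the genes named here, Gemin2, Pecam1, Hspa1a and Hspa1b passed with size factors, and all of these but Gemin2 over all 6 libraries. Control 3 lay among or above the cKO libraries for Ddx58, Ier3 and Tcirg1. The paper's sort excludes cells with CD45, of blood cells, and CD31, which Pecam1 encodes.

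In osteoclasts the lists other than osteoclast and proliferation genes were not called by camera. The adjusted p was 0.302 for the PRMT5 complex and Sm proteins (Prmt5 lower), 0.178 for splicing factors, ribosomal protein genes and mitochondrially encoded genes, 0.566 for p53 targets, 0.549 for collagen and matrix, 0.523 for stem cell markers, 0.924 for osteoblast and hedgehog genes, 0.650 for chondrocyte and 0.563 for adipocyte genes. It was 0.705 for macrophage (median 0.02, mean -0.01, ranked up), 0.226 for neutrophil, 0.549 for B and T cell, 0.523 for endothelial, 0.566 for skeletal muscle, 0.851 for tendon, 0.618 for interferon, 0.0632 for immediate early and heat shock genes and 0.865 for the genes of Fig. 3c. No erythroid gene was measured.

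Control 3 of the PSCs differed from the mean of controls 1 and 2 in lists of other cells, across tables made separately. The median log2 difference was 4.54 for 6 erythroid genes and -3.99 for 10 neutrophil genes. It was -0.56 for collagen and matrix, -0.88 for tendon and macrophage, -0.47 for chondrocyte and 0.89 for mitochondrially encoded genes. Genes of the sex chromosomes differed within groups. In PSCs, Xist had 0.0343, 1.72 and 4.04 RPKM in controls 1 to 3 and 0.0240, 0 and 1.13 RPKM in cKO 1 to 3, and Ddx3y had 16.5, 1.56 and 0 RPKM and 22.3, 23.9 and 4.71 RPKM. In osteoclasts, Xist had 0, 0 and 1506 reads in controls 1 to 3 and 1, 0 and 0 reads in cKO 1 to 3, and Ddx3y 133, 175 and 11 reads and 234, 64 and 56 reads.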
